# Repressing *Ago2* mRNA translation by Trim71 maintains pluripotency through inhibiting let-7 microRNAs

**DOI:** 10.7554/eLife.66288

**Published:** 2021-02-18

**Authors:** Qiuying Liu, Xiaoli Chen, Mariah K Novak, Shaojie Zhang, Wenqian Hu

**Keywords:** Trim71, Lin41, let-7, RNA-binding protein, pluripotency, translational control, Mouse

## Abstract

The regulation of stem cell fate is poorly understood. Genetic studies in *Caenorhabditis elegans* lead to the hypothesis that a conserved cytoplasmic double-negative feedback loop consisting of the RNA-binding protein Trim71 and the let-7 microRNA controls the pluripotency and differentiation of stem cells. Although let-7-microRNA-mediated inhibition of Trim71 promotes differentiation, whether and how Trim71 regulates pluripotency and inhibits the let-7 microRNA are still unknown. Here, we show that Trim71 represses *Ago2* mRNA translation in mouse embryonic stem cells. Blocking this repression leads to a specific post-transcriptional increase of mature let-7 microRNAs, resulting in let-7-dependent stemness defects and accelerated differentiation in the stem cells. These results not only support the Trim71-let-7-microRNA bi-stable switch model in controlling stem cell fate, but also reveal that repressing the conserved pro-differentiation let-7 microRNAs at the mature microRNA level by Ago2 availability is critical to maintaining pluripotency.

## Introduction

The switch between pluripotency and differentiation in embryonic stem cells (ESCs) remains incompletely understood. Although nuclear events controlling stemness are becoming increasingly clear, how cytoplasmic pathways of gene expression regulate ESCs’ fates between pluripotency and differentiation are still poorly understood (Ye and Blelloch, 2014).

Genetic studies in *C. elegans* led to the postulation that a conserved cytoplasmic bi-stable switch controls the pluripotency and differentiation of stem cells (Ecsedi and Grosshans, 2013). This switch is proposed to involve reciprocal negative regulation between the conserved pro-differentiation let-7 microRNA (miRNA) and Trim71 (Lin41 in *C. elegans*), a conserved and ESC-specific RNA-binding protein (RBP). The following observations support this model. First, the let-7 miRNA negatively correlates with Trim71 during stem cell differentiation: the let-7 miRNA level increases, while Trim71 decreases during differentiation. Second, Trim71 is a conserved target of the let-7 miRNA, and repressing Trim71 by let-7 promotes stem cell differentiation (Aeschimann et al., 2019; Ecsedi et al., 2015; Grishok et al., 2001; Roush and Slack, 2008). Third, inhibiting Trim71 suppresses developmental defects caused by mutations in the core components of the miRNA pathway in *C. elegans* (Büssing et al., 2010; Grishok et al., 2001), suggesting that Trim71 may negatively regulate the miRNA pathway. Thus, it is hypothesized that let-7 miRNA and Trim71 reciprocally repress each other. This double-negative feedback loop forms a molecular bi-stable switch, in which stem-cell differentiation is controlled by the let-7-miRNA-mediated inhibition of Trim71 and pluripotency is controlled by the hypothetical Trim71-mediated inhibition of the let-7 miRNA (Ecsedi and Grosshans, 2013). Due to the conservation of let-7 miRNA, Trim71, and the let-7-mediated inhibition of Trim71, the cytoplasmic bi-stable switch controlling stem cell fate is thought to be conserved in animals. A lingering question in this bi-stable switch model, however, is whether and how Trim71 inhibits the let-7 miRNA and regulates pluripotency in stem cells.

Trim71 was proposed to interact with and ubiquitylate Ago2, a critical component of the miRNA pathway, resulting in Ago2 degradation in mammalian cells (Rybak et al., 2009). Although the functional significance of this interaction to stem cell biology was not examined, this observation seemed to support the bi-stable switch model. Later studies, however, indicated that the Trim71-Ago2 interaction is RNA dependent (Chang et al., 2012; Loedige et al., 2013), and the proposed Trim71-mediated Ago2 degradation is absent in vivo (Chen et al., 2012; Welte et al., 2019). Thus, it is unclear how Trim71 modulates the let-7 miRNA. In terms of biological functions, Trim71 knockout mice are embryonic lethal (Cuevas et al., 2015), while Trim71 knockout mouse ESCs (mESCs) have no proliferation or stemness defects (Chang et al., 2012; Mitschka et al., 2015; Welte et al., 2019; Worringer et al., 2014), indicating an enigmatic role of Trim71 in stem cell biology. Collectively, these results highlight the hypothetical status of Trim71’s function and mechanisms in the bi-stable switch model and beg for investigations on how Trim71 regulates the let-7 miRNAs and whether this regulation plays a role in controlling pluripotency in stem cells.

Here, we show that Trim71 maintains pluripotency through inhibiting the let-7 miRNAs. We identified the transcriptome-wide targets of Trim71 in mESCs and determined that Trim71 binds and represses *Ago2* mRNA translation. Specific disruption of this repression leads to an elevated Ago2 level, which results in a specific post-transcriptional increase of the mature let-7 miRNAs, decreased stemness, and accelerated differentiation in mESCs. These stem cell defects are dependent on the let-7 miRNAs, as specific inhibition of the let-7 miRNAs abolishes the stemness defects caused by the loss of Trim71-mediated repression of *Ago2* mRNA translation in mESCs. Collectively, these results provide direct support for the cytoplasmic bi-stable switch model of stem cell fate decision. Moreover, this study reveals that repressing the conserved pro-differentiation let-7 microRNAs at the mature miRNA level by Ago2 availability is critical to maintaining pluripotency.

## Results

### Transcriptome-wide identification of Trim71’s target mRNAs in mESCs

To study Trim71’s function in mESCs, we created bi-allelic FLAG-tagged Trim71 in mESCs. Using CRISPR/Cas9-mediated genomic editing, we inserted a FLAG-tag at the N-terminus of Trim71 (Figure 1A) and identified bi-allelic FLAG-tag knock-in mESC clones (Figure 1B). The knock-in sequence changes neither Trim71’s native promoter nor the 3’UTR (untranslated region), where transcriptional and post-transcriptional regulations mainly occur, respectively, and the FLAG-Trim71 is expressed at the endogenous level (Figure 1—figure supplement 1A). Moreover, the FLAG-Trim71 mESC is phenotypically identical to the wild type (WT) mESC: they have similar morphology, growth rates, self-renewal abilities, and express similar levels of core pluripotency transcription factors (Figure 1—figure supplement 1B–F). Thus, we refer to the FLAG-Trim71 mESCs as the WT mESCs.

**Figure 1.**
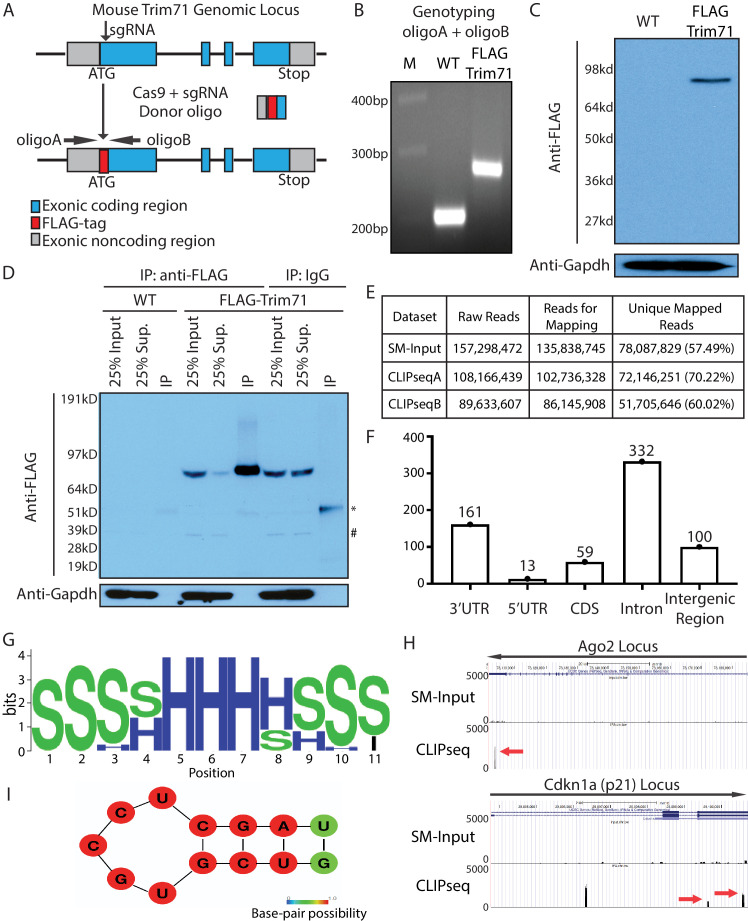
Transcriptome-wide identification of Trim71 target mRNAs in mouse embryonic stem cells (mESCs). (**A**) Workflow for knock-in the FLAG-tag to the endogenous Trim71 locus in mESCs. (**B**) Genotyping of the FLAG-Trim71 mESCs using the two primers in (**A**). (**C**) Specific detection of the endogenous Trim71 via the FLAG-tag. Western blotting in the WT and the FLAG-Trim71 mESCs using an anti-FLAG monoclonal antibody. (**D**) Efficient and specific isolation of the endogenous Trim71. An anti-FLAG monoclonal antibody and mouse IgG were used to immunoprecipitate (IP) the endogenous Trim71 from the lysates of the WT and the FLAG-Trim71 mESCs. The inputs, supernatants (Sup.), and IP samples were subject to SDS-PAGE and western blotting using the indicated antibodies. * IgG heavy chain; # a non-specific band. (**E**) A table summarizing the number of reads from the Trim71 CLIP-seq experiments (**F**) Distribution of Trim71 binding regions in the mouse genome. (**G**) RNA secondary structures over-represented in the Trim71 binding regions within the 3’UTRs of mRNAs. (**H**) UCSC genome browser snapshots for the two Trim71 target mRNAs. The red arrows indicate the Trim71 binding regions in 3’UTRs. (**I**) Predicted RNA secondary structure in the Trim71 binding region in *Ago2* mRNA’s 3’UTR.

**Figure 1—figure supplement 1.**
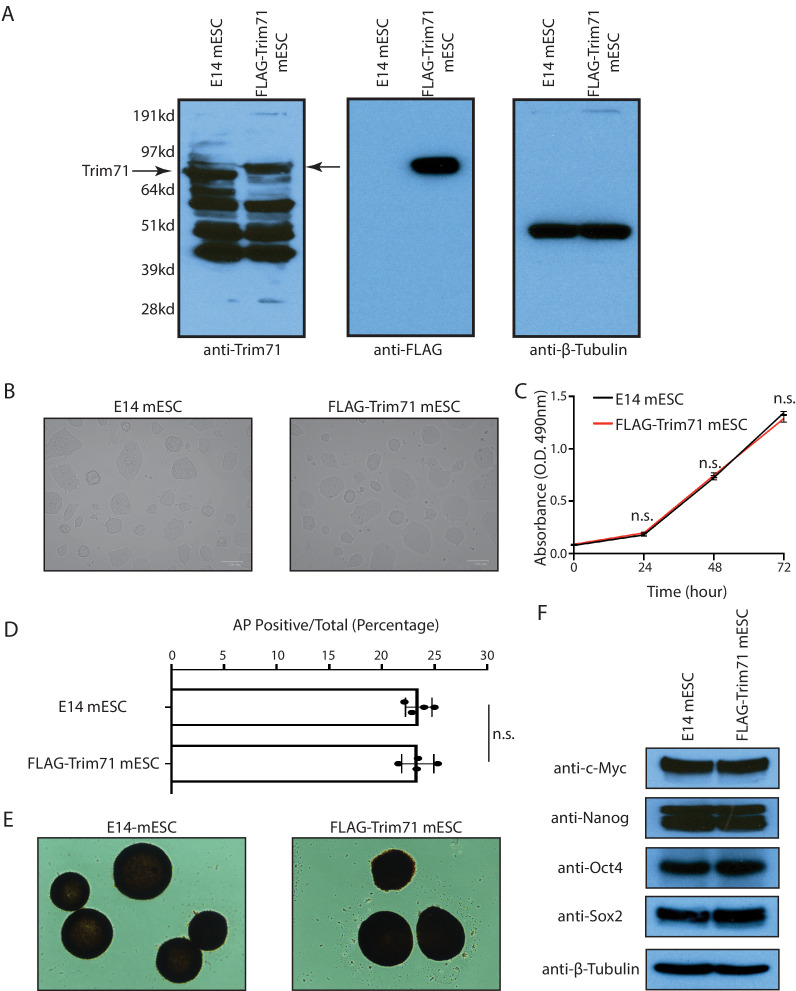
The FLAG-Trim71 mouse embryonic stem cells (mESCs) are phenotypically indistinguishable from the WT mESCs. (**A**) Western blotting in the WT and the FLAG-Trim71 mESCs. (**B**) Cell morphology of the WT mESCs (E14) and the FLAG-Trim71 mESCs. (**C**) Growth curve of the WT and the FLAG-Trim71 mESCs determined by the CellTiter Assay. The results represent the means (± SD) of three independent experiments, and n.s. not significant (p>0.05) by the Student’s t-test. (**D**) Colony formation assay for the WT and the FLAG-Trim71 mESCs in the 2i + Lif medium. The results represent the means (± SD) of five independent experiments, and in each experiment, 100–200 colonies were evaluated for each type of cells. n.s. not significant (p>0.05) by the Student’s t-test. (**E**) Representative AP positive undifferentiated colonies from the WT and the FLAG-Trim71 mESCs. (**F**) Western blotting of pluripotency factors in the WT and the FLAG-Trim71 mESCs.

The FLAG-tag facilitates unambiguous detection and efficient isolation of the endogenous Trim71 in mESCs. Using an anti-FLAG monoclonal antibody, we could specifically detect Trim71 in the FLAG-Trim71 mESCs (Figure 1C). Moreover, most Trim71 could be immunoprecipitated (IP) from the FLAG-Trim71 mESCs lysate via the anti-FLAG antibody (Figure 1D). This IP is specific because: (a) in the IP using IgG, Trim71 remained in the supernatant; and (b) when the IP was performed in the control mESC without the FLAG-tag, the IP sample generated little signal (Figure 1D).

To determine whether Trim71 regulates mESCs, we identified transcriptome-wide targets of Trim71 in mESCs using cross-linking immunoprecipitation and sequencing (CLIP-seq) (Figure 1E; Darnell, 2010). This method not only revealed which mRNAs Trim71 binds but also identified the binding sites on those mRNAs. 

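The Trim71 CLIP-seq in mESCs comprised 2 immunoprecipitated samples and 1 size-matched input. The authors removed the reads from rRNA, tRNA, and mitochondrial DNA, mapped the rest to the mm10 genome with STAR, and called peaks over the input with CLIPper. They deposited 1 list of the peaks common to both replicates, with a whole number of reads per peak and no value per replicate, so the values carry no replicate error. The list held 498 peaks, from 2 to 66 nt wide with a median width of 7 nt. A peak held between 3 and 304206 reads, with a median of 2280.5 reads. The 10 peaks with the most reads held 38.5% of all peak reads. Each of these 10 lay over an annotated rRNA or snoRNA gene, although reads from rRNA had been removed. The paper’s text does not name the libraries in which these reads were counted. Of the deposited peaks, 464 (93.2%) lay within 50 nt, on the same strand, of a peak in Supplementary file 1, where the paper reports 691 peaks with a fold change over the input. The fold changes given for peaks here are the paper’s values from that file. Confidence intervals of percentages of peaks are 95% Wilson intervals and cover counting error only.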

Trim71-binding sites are mainly located in the introns and 3’UTRs of the target mRNAs (Figure 1F; Supplementary file 1). 

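The authors assigned each peak to 1 class of the annotation. Introns held 247 peaks, or 49.6% (confidence interval 45.2% to 54.0%), and 3’UTRs held 154 peaks, or 30.9% (27.0% to 35.1%), which together made 80.5% of the list. Intergenic sequence held 41 peaks, or 8.23% (6.13% to 11.0%). Coding sequences and 5’UTRs held 28 peaks each, or 5.62% (3.92% to 8.01%). The share of introns was higher than that of 3’UTRs by more than their confidence intervals. The paper’s fold change moved these shares most. Among the 117 peaks with a fold change of at least 8, introns made up 77.8% and 3’UTRs made up 10.3%. Annotated genes of small non-coding RNAs lay under 21 of the intron peaks, 14 of the 3’UTR peaks, 16 of the 5’UTR peaks, and 19 of the intergenic peaks.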

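The RNA secondary structure at the 3’UTR peaks was examined in windows of 50 nt centred on each peak and folded to the minimum free energy with RNAfold. A window was counted as holding a stem-loop when 11 consecutive nt of its structure were filled exactly by a loop of 3 to 5 nt and 3 or 4 paired bases on each side, so that a shorter stem-loop, such as 3 pairs closing a loop of 3 nt, was not counted. Of the 141 windows whose gene had enough annotated 3’UTR to draw a background from, 55 held such a stem-loop, or 39.0% (confidence interval 31.3% to 47.2%). In 100 random windows per peak from the same 3’UTRs, the share was 40.4%. In 10000 draws of 1 random window per peak, most draws held at least as many stem-loops (n = 141 windows, one-sided p = 0.672). A wider definition, with loops of 3 to 8 nt, at least 3 pairs, and no set length, moved the difference from -1.43 to 1.28 percentage points (n = 141 windows, p = 0.411). Structure strings of 11 nt, which the paper’s methods count against another background, were also counted. Against these random windows, 22 strings contained a hairpin loop and occurred at least 10 times, of which 14 had a ratio to the background of at least 1, with 1.51 as the highest. For peaks of every class against shuffled windows, chosen after seeing the data, 38 of 70 strings did, with 2.06 as the highest. Among the 4096 hexamers, 3 were over-represented at an adjusted p under 0.05 (one-sided Fisher’s exact test with Benjamini–Hochberg adjustment). GTGTAT was found in 13 windows, or 9.22%, against 1.89% of the random windows (Fisher’s exact test, adjusted p = 0.0108). AGTGTA (7.09% against 1.09%) and AGAACT (8.51% against 1.96%) were the other two.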

Sequence analysis identified an over-represented stem-loop structure, but no enriched primary sequence motifs, in the Trim71-binding sites compared to randomized sequences (Figure 1G). This observation suggests that Trim71 recognizes RNA secondary structures, but not a primary sequence, which is consistent with recent in vitro and in vivo studies on Trim71:RNA interactions (Kumari et al., 2018; Welte et al., 2019). 

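The *Cdkn1a* gene encodes the cell-cycle inhibitor p21, and its 3’UTR held 2 of the deposited peaks. They lie on the plus strand of chromosome 17 of mm10, the first from 29099608 to 29099611 with 709 reads and the second from 29100546 to 29100551 with 1549 reads. The paper’s fold change over the input is 8.61 for the first, the third highest among the 3’UTR peaks, and 6.93 for the second, which ranks 25. By reads, the same peaks rank 132 and 89. The highest fold changes among 3’UTR peaks were those of *Ppp4r3b* (chromosome 11, 29220352 to 29220358, 916 reads, fold change 8.82) and Gm26848 (chromosome 17, 6440691 to 6440701, 3184 reads, fold change 8.69). The 50 nt around the second *Cdkn1a* peak held a stem-loop that fills 11 nt, as defined for the other 3’UTR windows, with a minimum free energy of -6.3 kcal/mol. Those around the first, at -3.7 kcal/mol, held stem-loops only by the wider definition, which sets no length.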

*Cdkn1a* mRNA (Figure 1H), a validated Trim71 target (Chang et al., 2012), is among the identified mRNAs with Trim71-binding sites in the 3’UTR. This observation argued for the validity of the 3’UTR Trim71-binding sites we identified.

In this study, we focused on the Trim71:*Ago2–*mRNA interaction because: (a) the *Ago2*’s 3’UTR contains only one Trim71-binding site with the predicted stem-loop structure (Figure 1H and I); (b) this binding site is also present in a recent study on identifying transcriptomic-wide targets of Trim71 Welte et al., 2019; (c) genetic studies in *C. elegans* suggest that Trim71 has links to the miRNA pathway (Ecsedi and Grosshans, 2013), in which Ago2 is a key component.

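The deposited list held 1 peak in *Ago2*, and it lay in the 3’UTR. Of the 126 genes with a 3’UTR peak, 104 had 1 such peak, and the most in any gene was 5. The *Ago2* peak lies on the minus strand of chromosome 15 of mm10 from 73103539 to 73103543, 3365 nt from the start of the 3’UTR, and held 2616 reads. The paper’s fold change is 6.66, which ranks 26 among the 3’UTR peaks, and its reads rank 47. The 50 nt around the peak, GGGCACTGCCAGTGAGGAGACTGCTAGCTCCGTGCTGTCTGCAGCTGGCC, run from 73103517 to 73103566. The stem-loop sequence drawn in Figure 1I, TAGCTCCGTGCTG, runs from 73103530 to 73103542, covers all but 1 nt of the peak, and occurs 1 time in the 3’UTR. Folded alone, this sequence gave 4 base pairs closing a loop of 5 nt at -2.4 kcal/mol. Folded as a whole, the window gave a different structure, at -20.7 kcal/mol, in which the pairs of the drawn stem-loop did not form. There, GGAG paired with CTCC around a loop wider than 5 nt. This hairpin was found only by the definition that allows up to 8 nt. From the single site with its predicted stem-loop, its presence in another study of Trim71 targets, and the genetic links of Trim71 to the miRNA pathway in *C. elegans*, the paper chooses the interaction of Trim71 with *Ago2* mRNA for study.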

### Specific inhibition of the Trim71’s binding on *Ago2* mRNA

Previous studies indicated that knocking out/down Trim71 had no impact on Ago2 (Chang et al., 2012; Welte et al., 2019), which we recapitulated in our mESCs (Figure 2—figure supplement 1A). One caveat of this loss-of-function approach, however, is that hundreds of Trim71:mRNA interactions and potential Trim71-mediated protein interactions are lost in Trim71 knockout cells, making it difficult to evaluate the functional significance of a specific Trim71:mRNA interaction (e.g., Trim71:*Ago2–*mRNA interaction in this study).

To specifically investigate the function of the Trim71:*Ago2–*mRNA interaction, we deleted the Trim71-binding region (115 bp), defined from the CLIP-seq (Figure 1H), in the 3’-UTR of *Ago2* mRNA using genome editing. 

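The sequences of the sgRNAs given in the paper place the deletion in the reference genome. The first, CCTCACACCCACCCGCTTGC, matches the minus strand of chromosome 15 of mm10 from 73103583 to 73103602. The second, TCTTTCTATCAAGCGCCGCT, matches the plus strand from 73103464 to 73103483. With a blunt Cas9 cut 3 bp from each PAM, the region between the predicted cuts runs from 73103481 to 73103585 and is 105 bp long. Its sequence on the strand of the transcript is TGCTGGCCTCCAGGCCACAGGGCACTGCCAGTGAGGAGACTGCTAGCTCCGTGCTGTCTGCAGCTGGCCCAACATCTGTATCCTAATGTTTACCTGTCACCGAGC. The region holds the whole CLIP peak, its 50-nt window, and the predicted stem-loop. No sequence of the edited alleles was analysed here, so why the paper gives a longer deletion than these 105 bp was not examined.

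**Figure D1:**
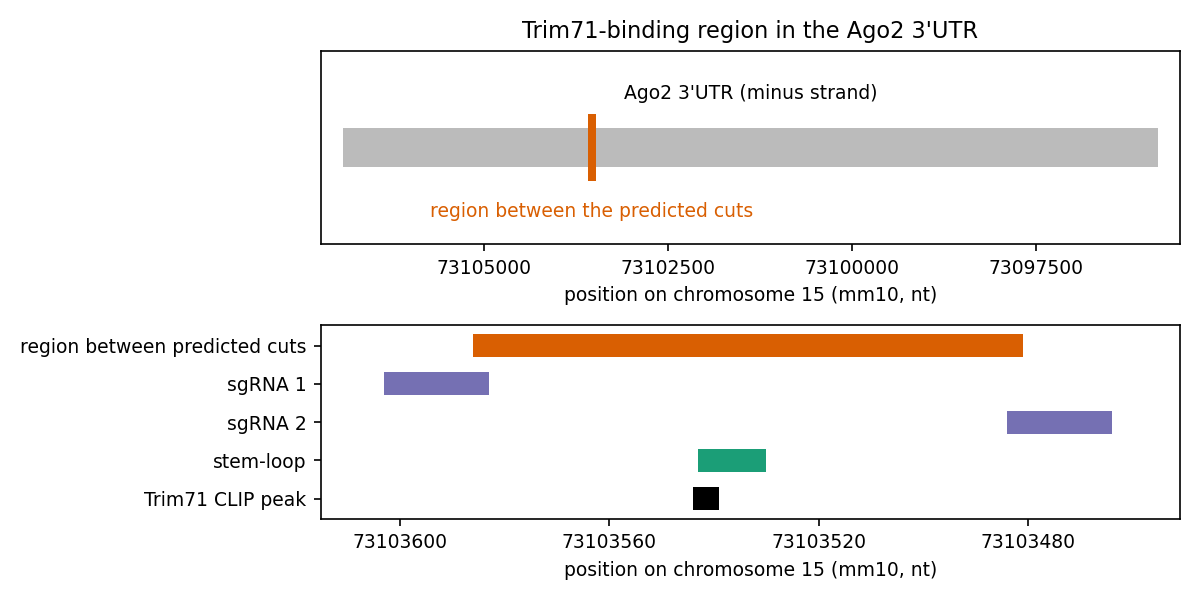
Map of the *Ago2* 3’UTR around the Trim71-binding site, with the position on chromosome 15 of mm10 on the horizontal axis, running from 5’ to 3’ of the transcript, and the CLIP peak, the stem-loop, both sgRNAs, and the region between their predicted cuts as bars. The peak and the stem-loop lie inside the 105 bp between the cuts.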

We identified two independent mESC clones with bi-allelic deletions, which we named CLIPΔ clones (Figure 2A, Figure 2—figure supplement 1B). RNA-seq revealed similar reads intensity and distribution across *Ago2* 3’UTR except the deleted Trim71-binding region among the WT and the two CLIPΔ clones (Figure 2—figure supplement 1C), indicating no large DNA fragment deletion caused by the genome editing in the target region. 

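The RNA-seq comprised 2 libraries of WT and 2 of CLIPΔ mESCs, and 4 libraries each of *Ago2* KO and *Ago2* KO/CLIPΔ mESCs. The authors mapped the reads to mm10 with HISAT2, counted them on the longest transcript of each gene with HTSeq, and deposited TPM values for 15034 genes, all of them non-zero in every library. TPM keeps no read count, so the depth is unknown. The values of a library summed to between 998656 and 999501 TPM, and between 10692 and 11636 genes per library had at least 1 TPM. Which CLIPΔ library came from which clone is not stated in the labels. Values were compared as log2(TPM + 1), a scale that understates the changes of genes with few transcripts, with limma and Benjamini–Hochberg adjustment over the 11642 genes with a mean of at least 1 TPM in the WT and CLIPΔ libraries. *Ago2* stood at 24.9 ± 4.69 TPM (SD, n = 2) in the WT and 23.8 ± 4.98 TPM (SD, n = 2) in the CLIPΔ mESCs, a log2 fold change of -0.06 (standard error 0.24, adjusted p = 1.00 from limma). No gene passed an adjusted p of 0.05, against 604 genes at an unadjusted p under 0.05. In data simulated with the same spread, 2 libraries against 2 recovered 42% of 4-fold changes. Replicate number 1 of WT and of CLIPΔ deviated from their group means in the same direction (r = 0.716 across genes). With 2 libraries per group, number 2 mirrors number 1 and adds no further evidence of pairing. With the replicate number as a block, 333 genes passed, 191 higher and 142 lower in the CLIPΔ mESCs, and the adjusted p of *Ago2* was 0.745. That fit leaves little from which to estimate the spread of a gene. Leaving out 1 library at a time put the log2 fold change of *Ago2* between -0.27 and 0.14. Across genes, which are not independent replicates, r was 0.977 between the WT libraries, 0.980 between the CLIPΔ libraries, and 0.968 to 0.988 between WT and CLIPΔ libraries.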

CLIP-qRT-PCR indicated that Trim71 in the CLIPΔ mESCs does not bind *Ago2* mRNA, but still specifically interacts with other target mRNAs, such as *Cdkn1a* mRNA (Figure 2—figure supplement 1D and E). Thus, the CLIPΔ cells enabled us to specifically examine the function of the Trim71:*Ago2–*mRNA interaction in mESCs.

**Figure 2.**
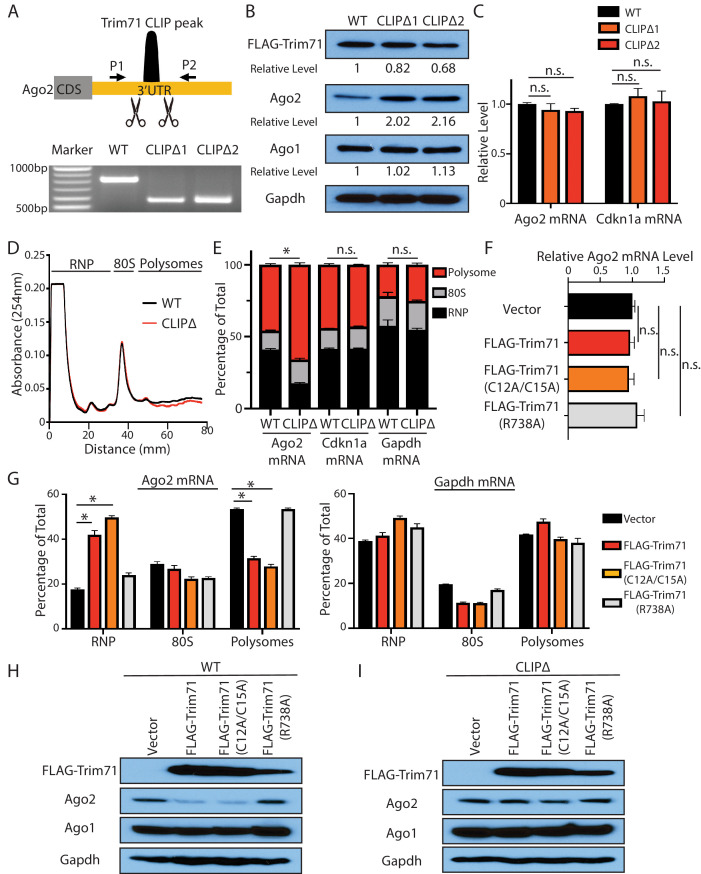
Trim71 represses *Ago2* mRNA translation in mouse embryonic stem cells (mESCs). (**A**) Deletion of Trim71 binding region in Ago2 mRNA’s 3’UTR. Genotyping PCR was performed using the indicated P1 and P2 primers. CLIPΔ1 and CLIPΔ2 are two independent clones from the genomic editing. (**B**) Western blotting in the WT, CLIPΔ1, and CLIPΔ2 mESCs. (**C**) qRT-PCR quantification of two Trim71 target mRNAs, *Ago2* mRNA, and *Cdkn1a* mRNA, in the WT, CLIPΔ1, and CLIPΔ2 mESCs. 18S rRNA was used for normalization. (**D**) Polysome analysis in WT and CLIPΔ mESCs. (**E**) Inhibiting Trim71’s binding on *Ago2* mRNA specifically upregulates its translation. The mRNA distribution in the RNP, the 80S, and the polysome fractions (shown in **C**) were quantified by qRT-PCR in the WT and the CLIPΔ mESCs, respectively. (**F**) Overexpression of Trim71 and its mutants does not change *Ago2* mRNA level in the WT mESCs. The expression level of *Ago2* mRNA in the WT mESCs with an empty vector, FLAG-Trim71, FLAG-Trim71(C12A/C15A), and FLAG-Trim71(R738A) was quantified by qRT-PCR. 18S rRNA was used for normalization. (**G**) Quantification of the indicated mRNA distributions in the RNP, 80S, and polysome fractions in the cell lysates from the WT mESCs expressing an empty vector, FLAG-Trim71, FLAG-Trim71(C12A/C15A), or FLAG-Trim71(R738A). (**H**) Western blotting in WT mESCs expressing an empty vector, FLAG-Trim71, a Trim71 ubiquitination mutant (C12A/C15A), and a Trim71 RNA-binding mutant (R738A). (**I**) Western blotting in CLIPΔ mESCs expressing an empty vector, FLAG-Trim71, a Trim71 ubiquitination mutant (C12A/C15A), and a Trim71 RNA-binding mutant (R738A). The qPCR results in (**C**) and (**E–G**) represent the means (± SD) of three independent experiments. *p<0.05, and n.s. not significant (p>0.05) by the Student’s t-test.

**Figure 2—figure supplement 1.**
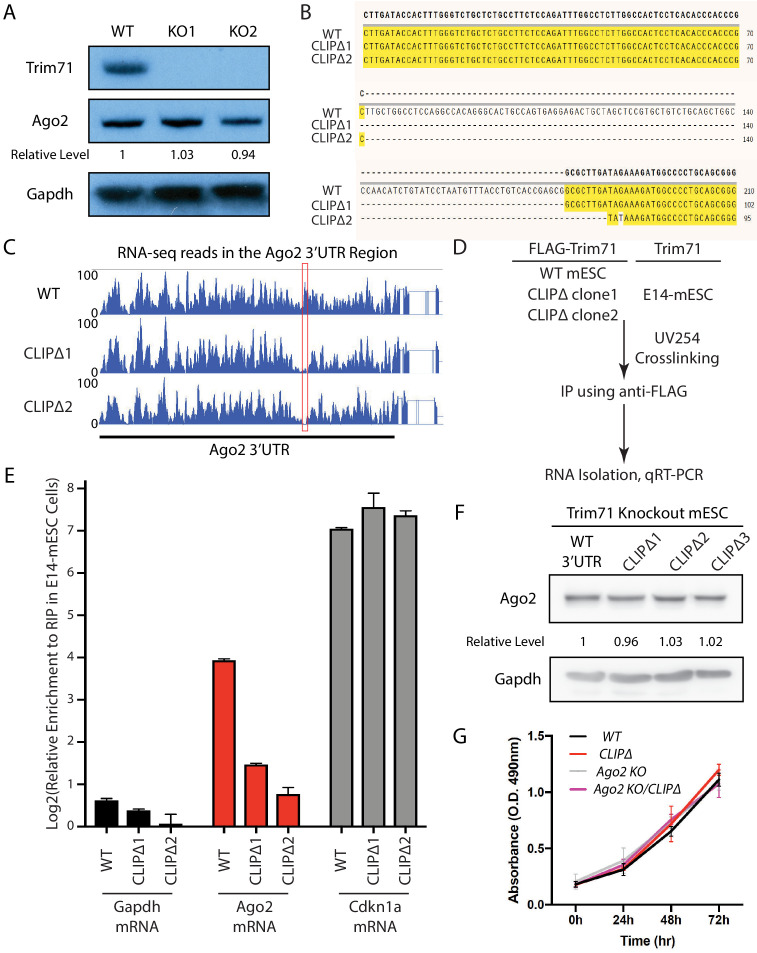
Specific disruption of the interaction between Trim71 and *Ago2* mRNA. (**A**) Trim71 was knocked out through CRISPR/Cas9-mediated genome editing. KO1 and KO2 are two independent knockout clones. (**B**) Sequence alignment of the Trim71 CLIP peak region from the WT, CLIPΔ1, and CLIPΔ2 mouse embryonic stem cells (mESCs). (**C**) RNA-seq reads in the 3’UTR of Ago2 from the WT, CLIPΔ1, and CLIPΔ2 mESCs. The red box indicates the Trim71 CLIP peak region. (**D**) Outline of the CLIP-qRT-PCR for examining Trim71-bound mRNAs. (**E**) Specific disruption of Trim71’s binding on *Ago2* mRNA. qRT-PCR was performed for the indicated mRNAs isolated from the anti-FLAG IPs in the E14 mESCs, the WT, CLIPΔ1, and CLIPΔ2 mESCs. The mRNA signals from the E14 mESCs were set as 1 for relative comparison. The results represent the means (± SD) of three independent experiments. (**F**) The Trim71-binding site in the 3’UTR of *Ago2* mRNA was deleted through CRISPR/Cas9-mediated genome editing in the Trim71 knockout mESCs. Ago2 level was examined by western blot using Gapdh for normalization in determining the relative expression levels of Ago2. (**G**) WT, CLIPΔ, *Ago2* KO, and CLIPΔ/*Ago2* KO mESCs proliferate at similar rates. The results represent the means (± SD) of three independent experiments. n.s. not significant (p>0.05) by the Student’s t-test.

### Trim71 represses *Ago2* mRNA translation in mESCs

Multiple lines of evidence indicated that Trim71 represses *Ago2* mRNA translation in mESCs.

First, Ago2 protein level increased approximately twofold without an increase of the mRNA in two independent CLIPΔ mESC clones compared to WT mESCs (Figure 2B and C). In the *Trim71* knockout (KO) genetic background, however, the CLIPΔ in the 3’UTR of *Ago2* mRNA did not alter Ago2 level (Figure 2—figure supplement 1F), indicating that this Trim71-binding site does not regulate Ago2 mRNA translation in cis and is dependent on Trim71 to regulate Ago2 expression.

Second, polysome analysis indicated that *Ago2* mRNA, but not other Trim71 target mRNAs (e.g., *Cdkn1a* mRNA) nor a control mRNA (*Gapdh* mRNA), showed increased ribosome association in the CLIPΔ mESCs compared to WT mESCs (Figure 2D and E), indicating translational upregulation.

Third, when ectopically expressed in mESCs, Trim71 did not decrease *Ago2* mRNA level, but reduced Ago2 protein level (Figure 2F and H). Moreover, the ectopically expressed Trim71 shifted *Ago2* mRNA from the polysome region to the RNP region on the sucrose density gradient (Figure 2G), indicating translation inhibition. This repression is specific to *Ago2* mRNA, as neither Ago1 level (Figure 2H) nor the ribosome association of *Gapdh* mRNA (Figure 2G) altered when Trim71 was overexpressed.

Fourth, the repression of Ago2 is dependent on Trim71’s binding to *Ago2* mRNA, as this repression was lost in CLIPΔ mESCs (Figure 2I), where Trim71 does not bind *Ago2* mRNA (Figure 2—figure supplement 1D). Moreover, an RNA-binding mutation (R738A) of Trim71 abolished its ability to repress Ago2 mRNA translation (Figure 2F–H).

Lastly, the E3 ligase mutations in Trim71 (C12A/C15A) did not abolish the translation repression of *Ago2* mRNA (Figure 2F–H), arguing that Trim71 does not regulate Ago2 through protein degradation in mESCs.

Collectively, these results reveal that the Trim71 represses *Ago2* mRNA translation in mESCs.

### Repressing *Ago2* mRNA translation by Trim71 is required for maintaining stemness

To determine the significance of the Trim71:*Ago2–*mRNA interaction to ESC biology, we compared the WT and the CLIPΔ mESCs’ capacities in proliferation, self-renewal, and differentiation.

WT and CLIPΔ mESCs had no morphological difference and proliferated at similar rates (Figure 2—figure supplement 1G). However, when self-renewal was evaluated using the colony formation assay, CLIPΔ mESCs displayed a defect in maintaining stemness (Figure 3A). When subjected to the exit pluripotency assay, which determines the rate ESCs exit the pluripotent state (Betschinger et al., 2013), CLIPΔ mESCs had an increased rate of losing pluripotency (Figure 3B). These observations indicated that CLIPΔ mESCs have stemness defects and are prone to differentiation.

**Figure 3.**
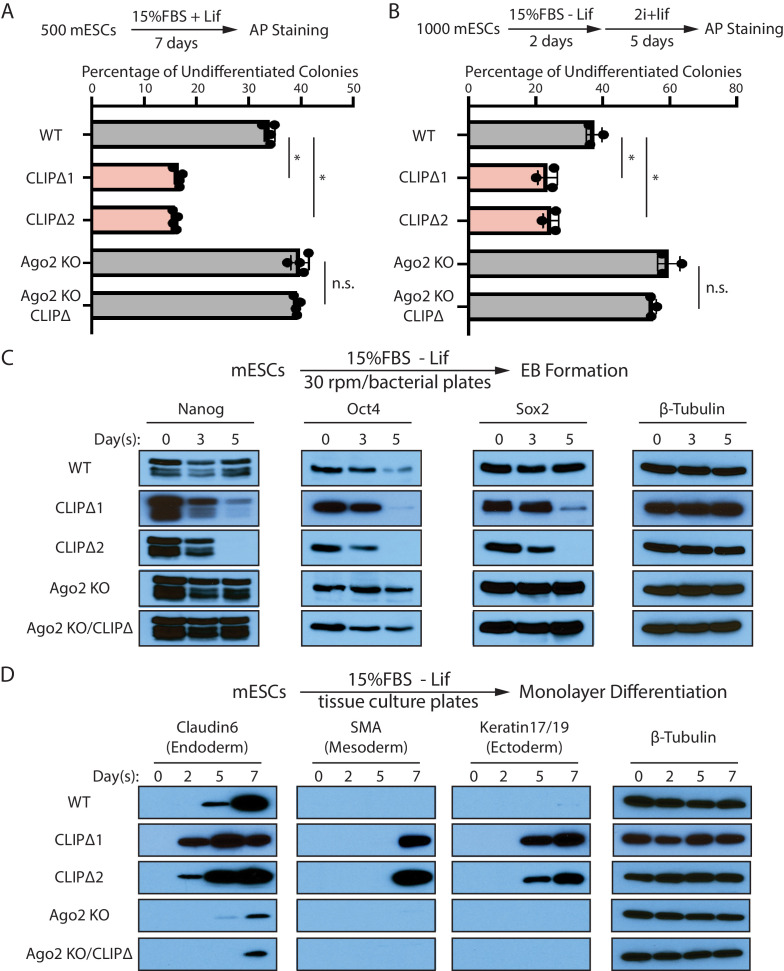
Trim71-mediated repression of *Ago2* mRNA translation is required for maintaining pluripotency. (**A**) Colony formation assay for mouse embryonic stem cells (mESCs). The mESCs were cultured in 15%FBS + Lif for 7 days, and the resultant colonies were fixed and stained for AP. (**B**) Exit pluripotency assay for mESCs. The mESCs were induced to exit pluripotency in medium without Lif for 2 days and then switched to 2i+Lif medium for 5 days. The resultant colonies were fixed and stained for AP. In (**A**) and (**B**), the colony morphology and AP intensity were evaluated through microscopy. 100–200 colonies were examined each time to determine the percentage of undifferentiated colonies. The results represent the means (± SD) of four independent experiments. *p<0.05, and n.s. not significant (p>0.05) by the Student’s t-test. (**C**) Western blotting of pluripotency factors during EB formation. (**D**) Western blotting of markers of lineage-committed cells during mESC monolayer differentiation.

**Figure 3—figure supplement 1.**
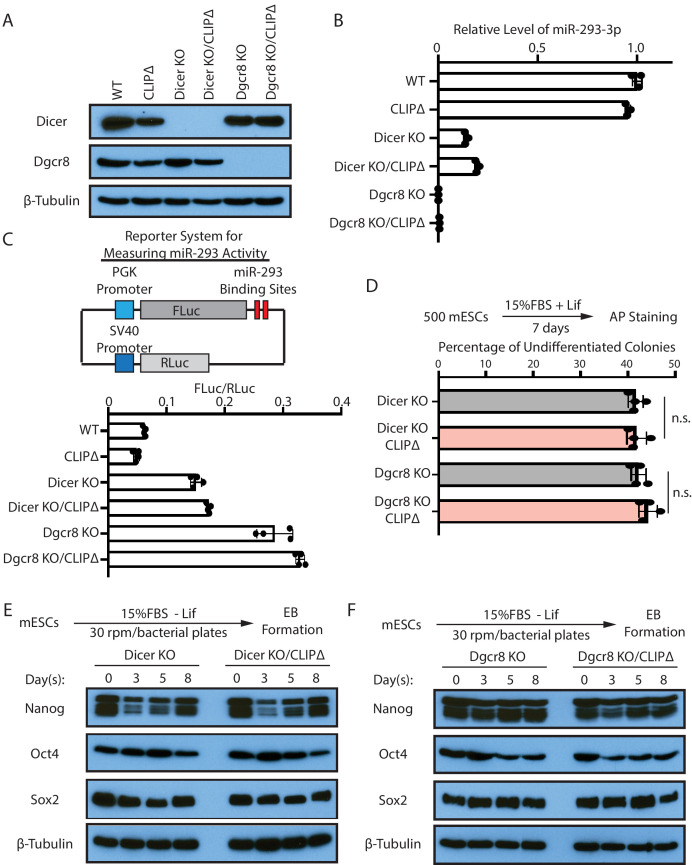
The stemness defects caused by the loss of Trim71-mediated repression of *Ago2* mRNA translation is dependent on the miRNA pathway. (**A**) Western blotting in the WT, CLIPΔ, *Dicer* KO, and *Dgcr8* KO mouse embryonic stem cells (mESCs). (**B**) qRT-PCR quantification of mature miR-293 in the WT, CLIPΔ, *Dicer* KO, and *Dgcr8* KO mESCs. (**C**) Reporter assays for measuring miR-293 activity. Two miR-293 binding sites are in the 3’UTR of the FLuc mRNA, and the RLuc mRNA from the same plasmid is used as an internal control. The ratio of FLuc to RLuc indicates the efficiency of miR293-mediated repression. (**D**) Colony formation assays for the *Dicer* KO*, Dicer* KO*/*CLIPΔ, *Dgcr8* KO*, Dgcr8* KO*/*CLIPΔ mESCs. The results represent the means (± SD) of four independent experiments, and in each experiment, 100–200 colonies were evaluated for each type of cells. n.s. not significant (p>0.05) by the Student’s t-test. (**E**) Western blotting of pluripotency factors during EB formation from the *Dicer* KO and *Dicer* KO/CLIPΔ mESCs. (**F**) Western blotting of pluripotency factors during EB formation from the *Dgcr8* KO and *Dgcr8* KO*/*CLIPΔ mESCs.

To measure differentiation kinetics, we harvested mESCs at various time points during embryonic body (EB) formation. Western blotting revealed that CLIPΔ mESCs showed a faster decline in the levels of all three core pluripotency transcription factors, Nanog, Oct4, and Sox2, compared with WT mESCs (Figure 3C). When mESCs were subject to spontaneous monolayer differentiation, structural markers for lineage-committed cells from the three germ layers were detected first and at higher levels in cells from CLIPΔ mESCs compared to WT mESCs (Figure 3D). These results indicated that the CLIPΔ mESCs undergo differentiation more rapidly.

The stemness and differentiation defects in the CLIPΔ mESCs are dependent on *Ago2*, as they were lost in the *Ago2* KO genetic background (Figure 3). These observations indicate that Trim71-mediated repression of *Ago2* mRNA translation, which is lost in the CLIPΔ mESCs, is required for maintaining stemness in mESCs.

### Inhibiting Trim71-mediated repression of *Ago2* mRNA translation results in a specific post-transcriptional increase of let-7 miRNAs

Ago2 is a key component in the miRNA pathway (Bartel, 2018; Carthew and Sontheimer, 2009). To determine whether the stemness defects in the CLIPΔ mESCs are dependent on the miRNA pathway, we blocked the miRNA pathway by knocking out *Dicer* or *Dgcr8* (Figure 3—figure supplement 1A), which are required for processing pre-miRNAs and pri-miRNAs, respectively (Ha and Kim, 2014). In either *Dicer* KO or *Dgcr8* KO mESCs, both mature miRNA levels and miRNA activities were significantly reduced (Figure 3—figure supplement 1B and C). In either the *Dicer* KO or the *Dgcr8* KO genetic background, inhibiting the Trim71:*Ago2–*mRNA interaction did not alter mESC self-renewal or differentiation, as determined by colony formation assay and EB differentiation, respectively (Figure 3—figure supplement 1D–F). These results indicate that the stemness defects in the CLIPΔ mESCs are dependent on the miRNA pathway.

To determine how miRNAs were altered in the CLIPΔ mESCs, we performed small RNA sequencing. 

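Small RNA sequencing was done on 4 libraries each of WT, CLIPΔ, *Ago2* KO, and *Ago2* KO/CLIPΔ mESCs. The authors mapped the reads with HISAT2, counted them with HTSeq, and deposited TPM values for 507 miRNAs, which sum to between 996976 and 999393 per library. A miRNA absent from any of the 16 libraries is not in the table. For single-copy miRNAs, a value multiplied by the mature length minus 1 nt was a whole multiple of 1 step per library for 100% of the low values, which gives the number of reads behind each value. These inferred reads numbered 5488688 to 8419663 per WT library (median 6935832) and 3165458 to 7946878 per CLIPΔ library (median 7013006). They numbered 851590 to 1111520 per *Ago2* KO library and 897513 to 1355821 per *Ago2* KO/CLIPΔ library. Of the miRNAs, 18 have more than 1 locus in the genome, let-7a, let-7c, and let-7f among them. In 461 miRNAs that are also in Supplementary file 2, the deposited values of multi-copy miRNAs were lower relative to the paper’s table than those of single-copy miRNAs by a median log2 ratio of -6.70 (permutation test, p = 1e-04, the smallest that 10000 permutations can give). Values were rescaled to RPM, so that every library has the same total over all miRNAs, and compared as log2(RPM + 1), which understates the changes of rare miRNAs. The comparison of WT and CLIPΔ used the 227 miRNAs with a mean deposited value of at least 100 in these 8 libraries.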

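Across the tested miRNAs, log2(RPM + 1) of each library was correlated with that of every other WT or CLIPΔ library. miRNAs are not independent replicates, so the coefficients are descriptive. Pearson’s r was 0.927 to 0.990 between WT libraries (median 0.970, 6 pairs) and 0.922 to 0.990 between CLIPΔ libraries (median 0.971, 6 pairs). Between a WT and a CLIPΔ library it was 0.838 to 0.939 (median 0.893, 16 pairs). The mean r within groups exceeded that between groups by 0.0693, a gap that 1 of the 35 splits of the 8 libraries into 4 and 4 reached. Without the filter on low values, the median between groups rose to 0.947, the largest move among the settings tried. With the let-7 miRNAs and miR-98 left out, it was 0.935.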

We found that WT and CLIPΔ mESCs have similar miRNA expression patterns (Figure 4A, Figure 4—figure supplement 1A and B). Of the 515 detected miRNAs, only 59 were differentially expressed (Figure 4A, Supplementary file 2). 

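Of the 227 tested miRNAs, 63 differed between WT and CLIPΔ mESCs at an adjusted p under 0.05, 44 higher and 19 lower in the CLIPΔ mESCs (limma with Benjamini–Hochberg adjustment). They make 27.8% of the tested miRNAs, and 90 miRNAs passed at an unadjusted p under 0.05. Of the 227, 68 had no overlap between the 4 WT and the 4 CLIPΔ libraries, which chance gives for 2.86% of tested miRNAs, and 58 of these were among the 63. The log2 fold change was at least 1 in size for 38 tested miRNAs, of which 35 were among the 63. The largest decreases were in miR-302a-5p, with a log2 fold change of -1.79 (standard error 0.32, adjusted p = 0.00245), miR-450b-3p at -1.74, miR-302b-3p at -1.61, miR-302a-3p at -1.53, and miR-302d-3p at -1.52. WT library D lay far below the other WT libraries for miR-450b-3p, and CLIPΔ library C lay far above the other CLIPΔ libraries for miR-302a-3p. Testing all 507 miRNAs moved the count most, to 136 miRNAs. The WT and CLIPΔ columns carry letters from A to D, and the deviations of same-lettered libraries from their group means correlated (r = 0.547 across miRNAs, against -0.169 for other letters). With the letter as a block, a setting chosen after seeing the data, 125 miRNAs passed, 77 higher and 48 lower, and they included all 63.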

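The let-7 family, with miR-98 as a member, had 6 mature miRNAs among those tested, and each was higher in every CLIPΔ library than in every WT library (exact permutation test, p = 0.0286 for each, the smallest that 4 libraries against 4 allow). let-7b-5p rose from 44.4 ± 25.8 to 1159 ± 430.1 RPM (SD, n = 4), a log2 fold change of 4.79 (standard error 0.41, adjusted p = 0.000114 from limma). let-7d-5p rose by 4.36 on the same scale, miR-98-5p by 3.91, let-7i-5p by 3.91, and let-7g-5p by 3.22, and these 5 had the highest log2 fold changes of the tested miRNAs. let-7e-5p rose by 2.12 and ranked 7, behind miR-147-3p at 2.93. The highest adjusted p among the 6 was 0.000324. With the column letter as a block the highest was 2.83e-06 and the fold changes were the same. Under the settings tried, the 119 values of these 6 miRNAs lay between 2.00 and 5.11. Without the filter on low values, 9 mature let-7 or miR-98 sequences from the 5p arm were tested, and 4 of the 5 highest fold changes belonged to them and the other to let-7d-3p, at 4.34. let-7a-5p, let-7c-5p, and let-7f-5p, whose deposited values are low as for other miRNAs with more than 1 locus, stood below the filter. Of these, let-7f-5p rose from 20.2 ± 9.99 to 178 ± 20.5 RPM (SD, n = 4). Summed, the let-7 family made up 0.716% ± 0.376 (SD, n = 4) of miRNA values in the WT and 6.50% ± 0.589 (SD, n = 4) in the CLIPΔ mESCs, 9.09 times as much (exact permutation test, p = 0.0286).

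**Figure D2:**
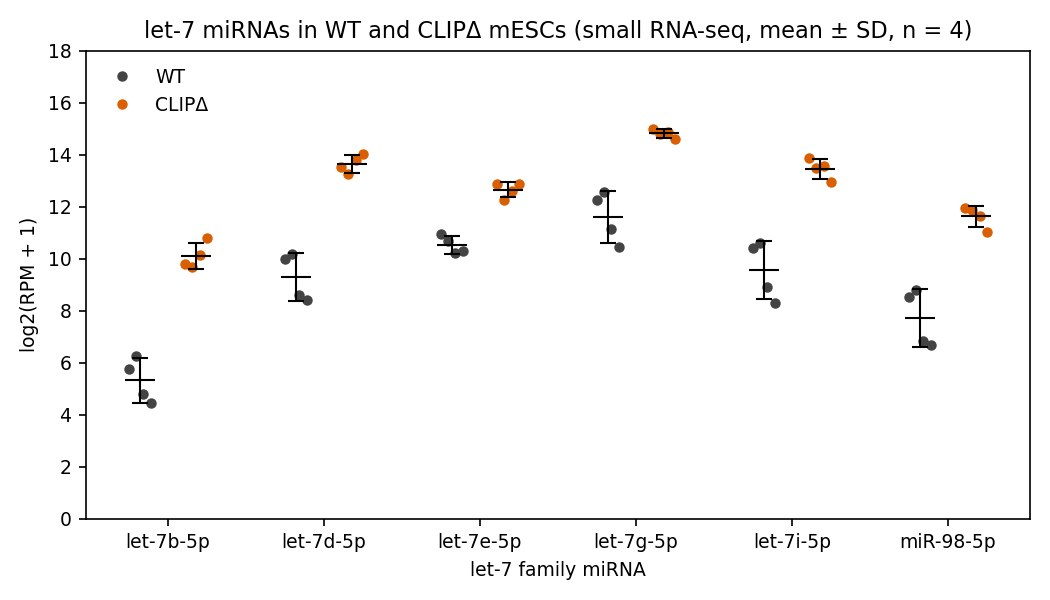
log2(RPM + 1) on the vertical axis of let-7b-5p, let-7d-5p, let-7e-5p, let-7g-5p, let-7i-5p, and miR-98-5p in each small RNA-seq library of WT (grey) and CLIPΔ (orange) mESCs, with the mean and SD of n = 4 libraries. For each of the 6 miRNAs, every CLIPΔ library lies above every WT library.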

Interestingly, however, the let-7 miRNAs were the most dramatically increased miRNAs in the CLIPΔ mESCs (Figure 4A). We verified this result by qRT-PCR. In the CLIPΔ mESCs, most let-7 miRNAs increased greater than fourfold compared to those in the WT mESCs, while the levels of several non-let-7 miRNAs did not increase (Figure 4B). This specific increase of let-7 miRNAs occurs at the post-transcriptional level, as several pri-let-7 miRNAs were not elevated in the CLIPΔ mESCs (Figure 4C). Although several pre-let-7 miRNAs were elevated in the CLIPΔ mESCs (Figure 4C), the twofold to threefold increase in pre-miRNAs was not at the same magnitude as the increased mature let-7 miRNAs (Figure 4B and C), suggesting that let-7 miRNAs are also regulated at the mature miRNA level.

**Figure 4.**
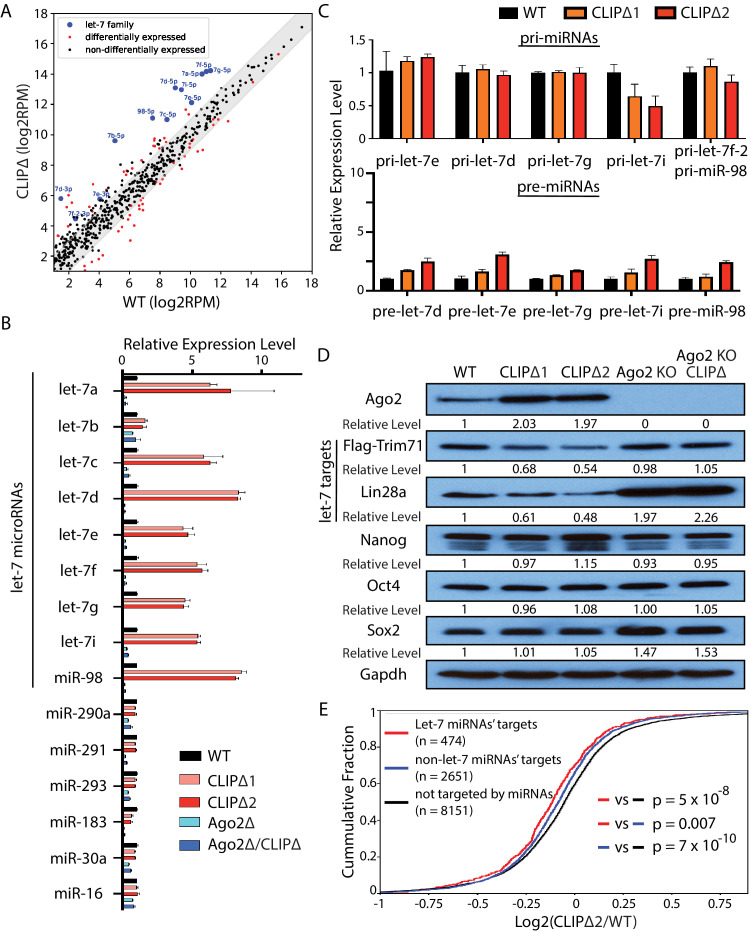
Loss of Trim71-mediated repression of *Ago2* mRNA translation results in significant post-transcriptional increase of let-7 miRNAs. (**A**) Comparison of global miRNA expression in WT and CLIPΔ mouse embryonic stem cells (mESCs). The results are the average of four independent small RNA-seqs in the WT and the CLIPΔ mESCs. Blue dots: let-7 miRNAs; red dot: differentially expressed miRNAs; black dots: non-differentially expressed miRNAs. (**B**) qRT-PCR on let-7 miRNAs and non-let-7 miRNAs. For each miRNA, the expression level in WT cells was set as 1 for relative comparison. U6 RNA was used for normalization. (**C**) qRT-PCR on the let-7 pri-miRNAs and pre-miRNAs. For pri-miRNAs and pre-miRNAs, the expression level in the WT cells was set as 1 for relative comparison. 18S rRNA and U6 RNA were used for pri-miRNA and pre-miRNA normalization, respectively. The results in (**B**) and (**C**) are from three independent replicates. (**D**) Western blotting of Ago2, conserved let-7 targets, and non-let-7 targets. Gapdh was used for normalization in calculating the relative expression levels. (**E**) Cumulative distributions of expression level changes of let-7 targets, miRNA targets without let-7 binding sites, and mRNAs not targeted by miRNAs in WT and CLIPΔ mESCs.

**Figure 4—figure supplement 1.**
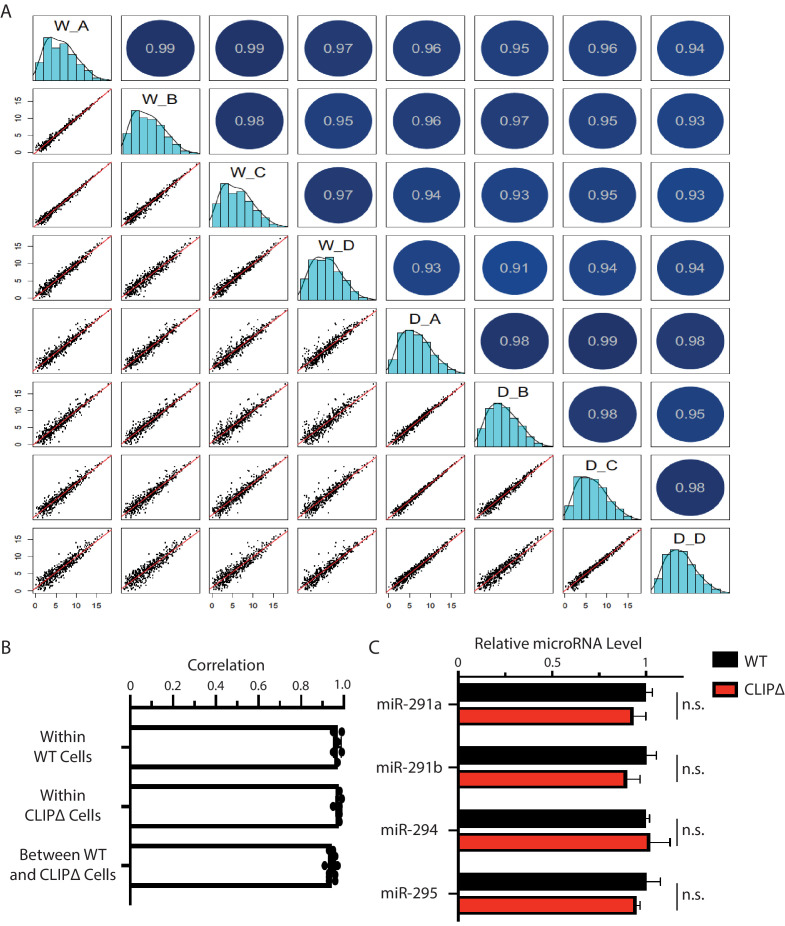
The loss of Trim71-mediated repression of *Ago2* mRNA translation does not alter global miRNA in mouse embryonic stem cells (mESCs). (**A**) The relative miRNA expression pattern is highly similar between the WT and the CLIPΔ mESCs. Scatter plots show pairwise comparisons of the miRNA levels (log2 reads per million mapped reads, RPM) for annotated miRNAs from the four biological replicates. (**B**) Correlations of global miRNA expression patterns in the WT and the CLIPΔ mESCs determined by small RNA-seq from the four sets of biological replicates. (**C**) The relative levels of miRNAs. U6 RNA was used for normalization. The results represent the means (± SD) of three independent experiments. n.s. not significant (p>0.05) by the Student’s t-test.

Let-7 miRNAs are conserved pro-differentiation miRNAs that are induced during ESC differentiation (Büssing et al., 2008). The following observations, however, indicated that the differentiation program was not activated in the CLIPΔ mESCs. First, all the mESCs for these gene profiling experiments were cultured in 2i+lif medium, a stringent condition for suppressing differentiation and maintaining stemness (Ying et al., 2008). 

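The miR-290–295 cluster, a polycistron of miRNAs on chromosome 7 that is specific to mESCs, had 10 mature miRNAs among those tested. They were arms of miR-291a, miR-291b, miR-293, miR-294, and miR-295. miR-292b-3p stood below the filter, and no arm of miR-290 or miR-292a was among those tested. The 8 with at least 1000 RPM in the WT had log2 fold changes from -0.27 (miR-294-3p) to 0.08 (miR-291a-5p) in the CLIPΔ mESCs, with 0.334 as their lowest adjusted p from limma. The sign of miR-291a-5p turned under edgeR and under median centring. miR-291b-3p was the only member past an adjusted p of 0.05. It rose from 108 ± 9.63 to 176 ± 15.0 RPM (SD, n = 4), a log2 fold change of 0.70 (standard error 0.16, adjusted p = 0.00939), and its adjusted p ranged from 0.000388 to 0.0383 over the other settings. The largest log2 fold change of the 10 was 0.83, in miR-291b-5p. It rose from 91.3 ± 33.2 to 160 ± 38.5 RPM (SD, n = 4) without passing. The adjusted p of miR-291b-5p ranged from 0.000976 to 0.136 over the other settings. With the column letter as a block, 2 of the 10 passed, of which 0 had at least 1000 RPM. Summed, the miRNAs of the cluster that have deposited values made up 44.8% ± 1.02 (SD, n = 4) of miRNA values in the WT. They made up 39.5% ± 3.33 (SD, n = 4) in the CLIPΔ mESCs (exact permutation test, p = 0.0571). Among other abundant miRNAs, miR-183-5p changed by -0.0047 (standard error 0.13, adjusted p = 0.983) and miR-30a-5p by 0.17 (standard error 0.29, adjusted p = 0.703). miR-182-5p changed by -0.43 (standard error 0.14, adjusted p = 0.0432), with CLIPΔ library A far above the others of its group, and its adjusted p ranged from 0.000408 to 0.129 over the other settings.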

Second, except for the let-7 miRNAs, the miRNA expression patterns were highly similar between the WT and the CLIPΔ mESCs, and the expression of mESC-specific miR-290–295 members was not altered (Figure 4—figure supplement 1C). Third, the CLIPΔ mESCs expressed similar levels of the pluripotency factors as the WT mESCs (Figure 4D), and the markers of the lineage-committed cells were absent at the start of differentiation (Figure 3D). Collectively, these results indicated that the increased let-7 miRNAs in the CLIPΔ mESCs were not caused by differentiation.

Consistent with the increased let-7 miRNA levels, the endogenous targets of let-7 miRNAs were repressed in the CLIPΔ mESCs. Western blotting indicated that CLIPΔ mESCs had decreased Trim71 and Lin28a, two conserved targets of the let-7 miRNAs, compared to the WT mESCs; the pluripotency factors (Nanog, Oct4, Sox2), which are not targeted by the let-7 miRNAs (Melton et al., 2010), however, were expressed at similar levels (Figure 4D). Transcriptomic profiling of the WT and the CLIPΔ mESCs via RNAseq revealed that let-7 target mRNAs, as determined by TargetScan (Agarwal et al., 2015), were significantly repressed in the CLIPΔ mESCs compared to non-let-7 miRNAs’ targets or mRNAs not targeted by the expressed miRNAs (Figure 4E). These results indicated a specific increase of let-7 miRNA activity in the CLIPΔ mESCs.

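Targets were defined from the sequence of the 3’UTRs, since the TargetScan table was not used here. Of the expressed genes with an annotated 3’UTR, 406 held an 8mer site of the let-7 seed, CTACCTCA. Another 1751 held no let-7 site but an 8mer of miR-291a-3p, miR-293-3p, miR-290a-5p, miR-183-5p, miR-30a-5p, or miR-16-5p, and 8214 held neither. The median log2 fold change in the CLIPΔ mESCs was -0.080 for let-7 targets, -0.065 for targets of the other miRNAs, and -0.044 for mRNAs with neither site. Two-sided Mann–Whitney U tests across genes, which are not independent replicates, gave p = 0.201 for the n = 406 let-7 targets against the other targets and p = 0.00568 against mRNAs with neither site. The shifts, -0.014 and -0.035, were smaller than their spread over the 4 pairs of a WT and a CLIPΔ library (SD 0.0448 for the first). Same-numbered pairs gave -0.0048 and -0.0036 for the first shift, and -0.034 and -0.0074 for the second. Pairs with different numbers lay further apart, at 0.026 and -0.079 for the first shift, and -0.110 and 0.0022 for the second. camera, a gene-set test in limma that allows for an inter-gene correlation of 0.01, gave p = 0.610 and p = 0.210, and p = 0.585 and p = 0.243 with the replicate number as a block (r = 0.716 between same-numbered libraries, as for single genes). Among 10000 random lists of 406 expressed genes matched on mean expression and 3’UTR length, 3.79% had as low a median (two-sided p from these lists = 0.0760). Of 420 8mers with the base composition of the let-7 site, the site ranked 60 from the lowest. Taking CLIPΔ replicate 1 only moved the shift against the other targets most, to -0.047, and requiring at least 2 sites turned it to 0.011 (n = 138 targets, p = 0.933). Among let-7 targets studied by western blot, *Lin28a* mRNA fell from 105.6 ± 2.82 to 58.4 ± 19.4 TPM (SD, n = 2), a log2 fold change of -0.88 (standard error 0.26, adjusted p = 0.814 from limma, 0.0754 with the block). *Trim71* mRNA fell from 34.9 ± 0.00234 to 27.4 ± 0.388 TPM (SD, n = 2), a log2 fold change of -0.34 (standard error 0.16, adjusted p = 1.00, and 0.131 with the block). From the lower levels of let-7 targets, the paper concludes that let-7 activity increased in the CLIPΔ mESCs.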

The increased let-7 miRNA levels and activity are dependent on Ago2, because both the increased let-7 miRNA levels and the repression of let-7 targets were abolished in the CLIPΔ mESCs in the *Ago2* KO genetic background (Figure 4B and D).

### Increasing Ago2 levels results in a specific elevation of let-7 miRNAs and stemness defects in mESCs

To determine whether the increased Ago2 leads to the specific increase of let-7 miRNAs and the stemness defects as we observed in the CLIPΔ mESCs, we made stable WT mESC lines, in which Ago2 can be induced by doxycycline (dox) in a dosage-dependent manner (Figure 5A). To examine the early effects of increased Ago2 levels on let-7 miRNAs, we performed qRT-PCR on the WT mESCs treated with increasing amounts of dox for 16–20 hr. Most of the let-7 miRNAs showed an Ago2-level-dependent increase, and some of these miRNAs (e.g., let-7f and miR-98) increased approximately 10-fold when Ago2 level was increased approximately fivefold (Figure 5A and B, Figure 5—figure supplement 1A). The levels of a group of non-let-7 miRNAs, however, were not elevated at these increasing amounts of Ago2 (Figure 5B and Figure 5—figure supplement 1A), indicating that increasing Ago2 level in mESCs results in a specific increase of let-7 miRNAs.

**Figure 5.**
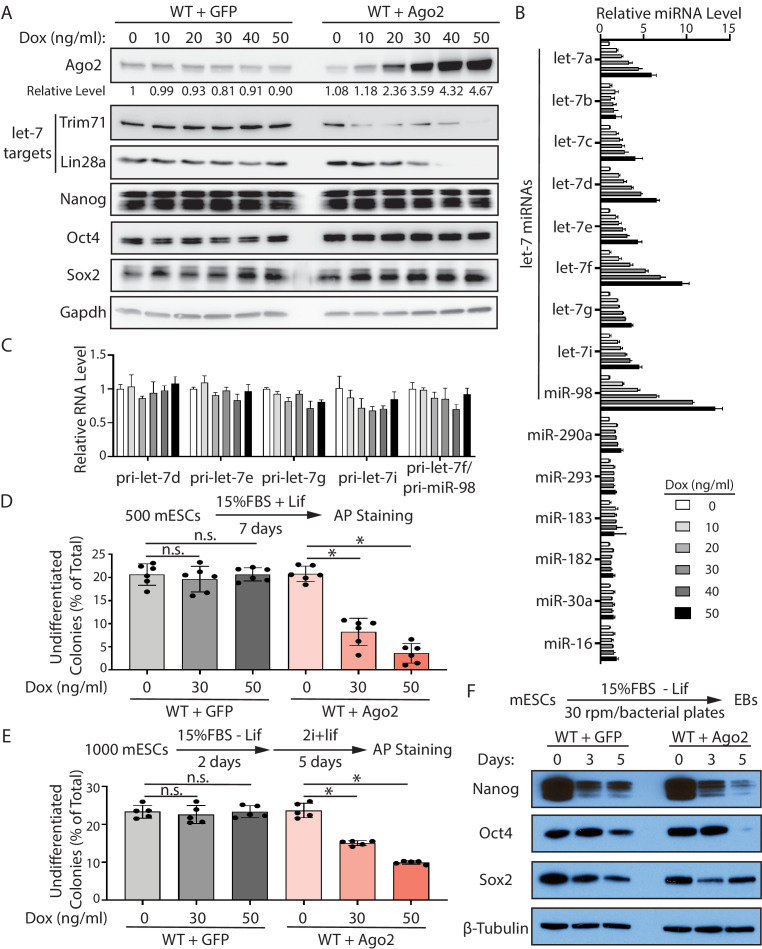
Increased Ago2 leads to significant increase of let-7 miRNAs and accelerated differentiation in mouse embryonic stem cells (mESCs). (**A**) Western blotting in mESCs with dox-inducible expression of Ago2. Gapdh was used for normalization in calculating the relative expression of Ago2. (**B**) Relative levels of miRNAs in mESCs with dox-inducible expression of Ago2. U6 RNA was used for normalization. (**C**) Relative levels of pri-miRNAs in mESCs with dox-inducible expression of Ago2. 18S rRNA was used for normalization. In (**B**) and (**C**), the miRNA and pri-miRNA expression levels in mESCs without dox treatment were set as 1 for determining relative levels. The results are from four biological replicates. (**D**) Colony formation assay for mESCs with dox-inducible expression of either GFP or Ago2. (**E**) Exit pluripotency assay for mESCs with dox-inducible expression of either GFP or Ago2. The results in (**D**) and (**E**) represent the means (± SD) of six independent experiments. *p<0.05, and n.s. not significant (p>0.05) by the Student’s t-test. (**F**) Western blot analysis on pluripotency factors during EB formation from the GFP-expressing mESCs and Ago2-expressing mESCs (treated with 50 ng/ml dox).

**Figure 5—figure supplement 1.**
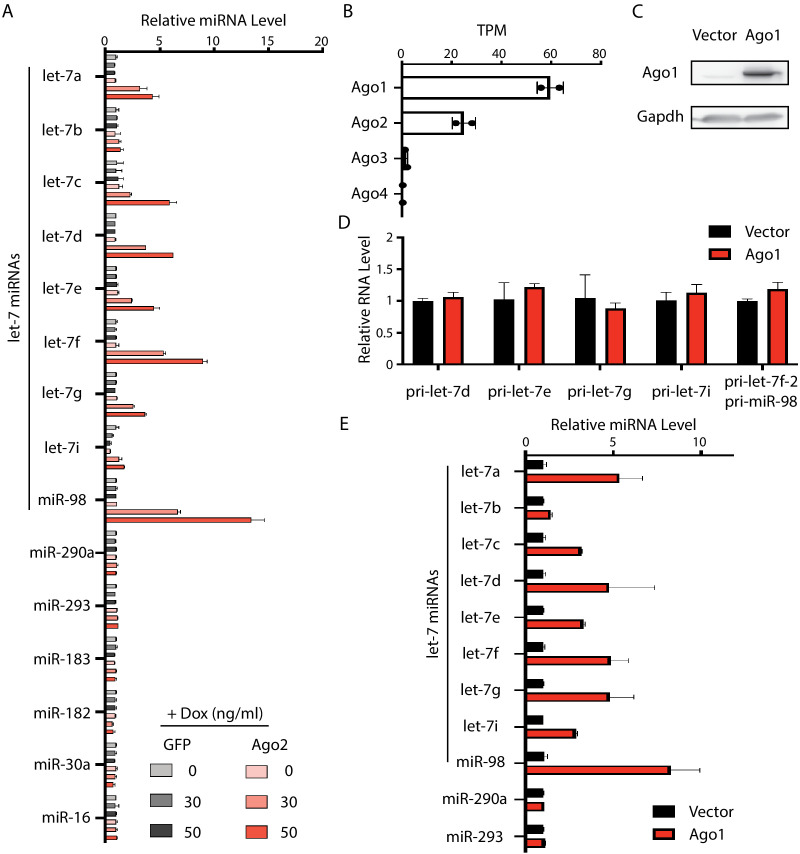
Increased Ago proteins in mouse embryonic stem cells (mESCs) result in a specific increase of let-7 miRNAs. (**A**) Relative expression levels of miRNAs in the mESCs with dox-inducible expression of either GFP or Ago2. U6 RNA was used for normalization. (**B**) mRNA expression levels of *Ago1*, *Ago2*, *Ago3*, and *Ago4* in mESCs. TPM, transcripts per kilobase million reads. (**C**) Western blot of mESCs with inducible exogeneous Ago1 expression. (**D**) qRT-PCR on the let-7 pri-miRNAs. The expression level in the WT cells was set as 1 for relative comparison. 18S rRNA was used for normalization. (**E**) qRT-PCR on let-7 miRNAs and non-let-7 miRNAs. For each miRNA, the expression level in WT cells was set as 1 for relative comparison. U6 RNA was used for normalization. The qPCR results in (**A**) and (**D and E**) represent the means (± SD) of three independent experiments.

**Figure 5—figure supplement 2.**
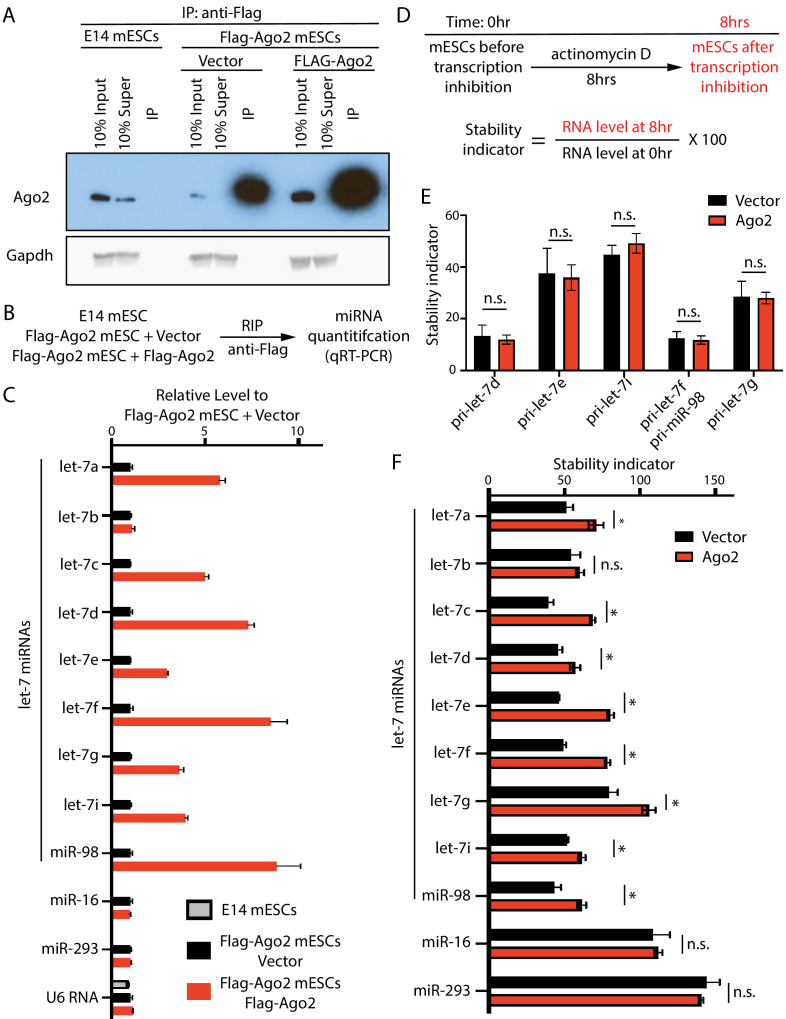
The increased let-7 miRNAs are bound and stabilized by the elevated Ago2 in mouse embryonic stem cells (mESCs). (**A**) Specific isolation of both endogenous Ago2 and dox-induced FLAG-Ago2 from mESCs with a FLAG-tag knock-in at the N-terminus of Ago2 locus. Super: supernatant; IP: immunoprecipitated sample. (**B**) Outline of the RNA immunoprecipitation (RIP) experiment. (**C**) qRT-PCR quantification of the Ago2-bound RNAs. (**D**) Outline of the actinomycin-D(5 µg/ml)-mediated transcriptional shut-off experiment to measure RNA stability in mESCs. (**E**) Stabilities of let-7 pri-miRNAs are not sensitive to Ago2 levels. (**F**) Increased Ago2 specifically stabilizes let-7 miRNAs in mESCs. The results from (**C**), (**E**), and (**F**) represent the means (± SD) of three independent experiments. *p<0.05, and n.s. not significant (p>0.05) by the Student’s t-test.

In mammals, miRNAs can associate with all the four Ago proteins. 

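In the 2 WT RNA-seq libraries, *Ago1* mRNA stood at 59.6 ± 5.26 TPM (SD, n = 2). *Ago3* mRNA stood at 1.62 ± 0.624 TPM and *Ago4* mRNA at 0.322 ± 0.00425 TPM (SD, n = 2 for each). *Ago1* made up 69.1% and *Ago2* 28.7% of the summed TPM of these 4 genes. The ratio of *Ago1* to *Ago2* mRNA was 2.25 in the first library and 2.59 in the second, with a mean of 2.42. *Ago1* ranked above 83.0% of the genes in the table, and *Ago4* above 13.6%.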

To examine whether the increase of let-7 miRNAs is specific to Ago2, we increased the level of another Ago protein, Ago1, which is expressed in mESCs (Figure 5—figure supplement 1B and C). Similar to the results from Ago2, increasing Ago1 level also resulted in a specific post-transcriptional increase of let-7 miRNAs in mESCs (Figure 5—figure supplement 1D and E).

Consistent with increased let-7 miRNAs, the two conserved let-7 targets, Trim71 and Lin28a, displayed decreasing levels in the mESCs with increasing amounts of Ago2, while the levels of non-let-7 targets, such as Nanog, Oct4, and Sox2, were not altered in these mESCs (Figure 5A). This Ago2-mediated increase of let-7 miRNAs occurred at the post-transcriptional level because the let-7 pri-miRNAs were not elevated in the mESCs with increasing amounts of Ago2 (Figure 5C).

To evaluate whether increasing Ago2 results in stemness defects, we examined the ability to maintain stemness and the rate of exit pluripotency by the colony formation assay and the exit pluripotency assay, respectively, in the mESCs with increasing amounts of Ago2. When the Ago2 level was elevated, the mESCs had decreased ability in maintaining stemness and increased rates in exit pluripotency (Figure 5D and E). Consistent with these, increased Ago2 resulted in a faster decline in the levels of the pluripotency factors (e.g., Nanog and Oct4) during EB formation (Figure 5F).

Collectively, these results argued that the specific increase of let-7 miRNAs and the stemness defects in the CLIPΔ mESCs are caused by the increased Ago2.

### The increased let-7 miRNAs are bound and stabilized by Ago2 in mESCs

Ago2 binds all miRNAs. Why does the elevation of Ago2 result in a specific increase of let-7 miRNAs in mESCs? A unique aspect of the pro-differentiation let-7 miRNAs in mESCs is that although genes encoding let-7 miRNAs are actively transcribed (Suh et al., 2004; Thomson et al., 2006), the let-7 miRNA levels are low, indicating post-transcriptional regulations of let-7 miRNAs. Indeed, the processing of let-7 pre-miRNAs are repressed by Lin28a in mESCs (Hagan et al., 2009; Heo et al., 2008). Since forming miRNPs (miRNA–protein complex) with Ago2 stabilizes mature miRNAs (Diederichs and Haber, 2007; Winter and Diederichs, 2011), we speculated that increased Ago2 in mESCs stabilizes the over-produced let-7 miRNAs that are degraded when Ago2 level is limiting. To test this, we performed two experiments.

We first determined that the increased let-7 miRNAs are bound by Ago2 in the Ago2 elevated mESCs. We generated mESCs with a FLAG-tag at the N-terminus of the endogenous Ago2, which enabled specific isolation of both the endogenous Ago2 and the dox-induced FLAG-Ago2 via the anti-FLAG antibody (Figure 5—figure supplement 2A). RNA immunoprecipitation and qRT-PCR revealed that among the Ago2-bound miRNAs, let-7 miRNAs are specifically increased when Ago2 is elevated (Figure 5—figure supplement 2B and C). Then, we measured RNA stability through actinomycin-D-mediated transcriptional shut-off (Figure 5—figure supplement 2D). We found that increased Ago2 did not alter the decay of let-7 pri-miRNAs, but specifically stabilized the let-7 miRNAs (Figure 5—figure supplement 2E and F).

Collectively, these observations not only indicate that the increased Ago2 directly binds and protects let-7 miRNAs from degradation in mESCs, but also argue that besides the previously characterized Lin28a-mediated inhibition of pre-miRNA processing, let-7 miRNAs are also repressed at the mature miRNA level in mESCs by the limiting Ago2 level (e.g., caused by the Trim71-mediated repression of *Ago2* mRNA translation).

### The stemness defects in the CLIPΔ mESCs are dependent on the let-7 miRNAs

Let-7 miRNAs have a conserved function in promoting cell differentiation (Büssing et al., 2008; Lee et al., 2016; Roush and Slack, 2008). To determine whether the stemness defects caused by the increased Ago2 in the CLIPΔ mESCs is dependent on the let-7 miRNAs, we performed the following experiments.

First, we repressed let-7 miRNAs through generating stable mESC lines in which the expression of exogenous Lin28a, Lin28b, or GFP can be induced by dox. Lin28a and Lin28b specifically repress the maturation of let-7 miRNAs at the pre-miRNA and pri-miRNA levels, respectively (Hagan et al., 2009; Heo et al., 2008; Piskounova et al., 2011). 

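In the RNA-seq of WT mESCs, the *Lin28a* mRNA level ranked above 89.7% of the genes in the table. *Lin28b* mRNA stood at 0.774 ± 0.151 TPM (SD, n = 2), above 20.4% of the genes. The ratio of *Lin28a* to *Lin28b* was 122.2 in the first library and 155.3 in the second. This gap between the genes was far wider than the difference of either gene between the libraries.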

*Lin28a*, but not *Lin28b*, is highly expressed in mESCs (Figure 6—figure supplement 1A). When either Lin28a or Lin28b was induced (Figure 6A), the let-7 miRNAs in the CLIPΔ mESCs were reduced to levels similar to those in the WT mESCs with no significant alterations in a group of non-let-7 miRNAs (Figure 6B). Consistent with this, the activities of let-7 miRNAs were also specifically repressed. The levels of the conserved let-7 targets, Trim71 and Lin28a, increased in the CLIPΔ mESCs when the exogenous Lin28a or Lin28b was expressed, but the levels of non-let-7 targets (e.g., Nanog, Oct4, and Sox2) were not altered (Figure 6A). The ectopically expressed Lin28a or Lin28b alleviated the decreased ability to maintain stemness and inhibited the increased rate of exit pluripotency in the CLIPΔ mESCs, as determined by the colony formation assay and the exit pluripotency assay, respectively (Figure 6C and D). Moreover, western blotting revealed that the ectopically expressed Lin28a or Lin28b also inhibited the rapid decrease of pluripotency factors during EB formation in the CLIPΔ mESCs (Figure 6E). These results argued that the stemness defects in the CLIPΔ mESCs are dependent on the increased let-7 miRNAs.

**Figure 6.**
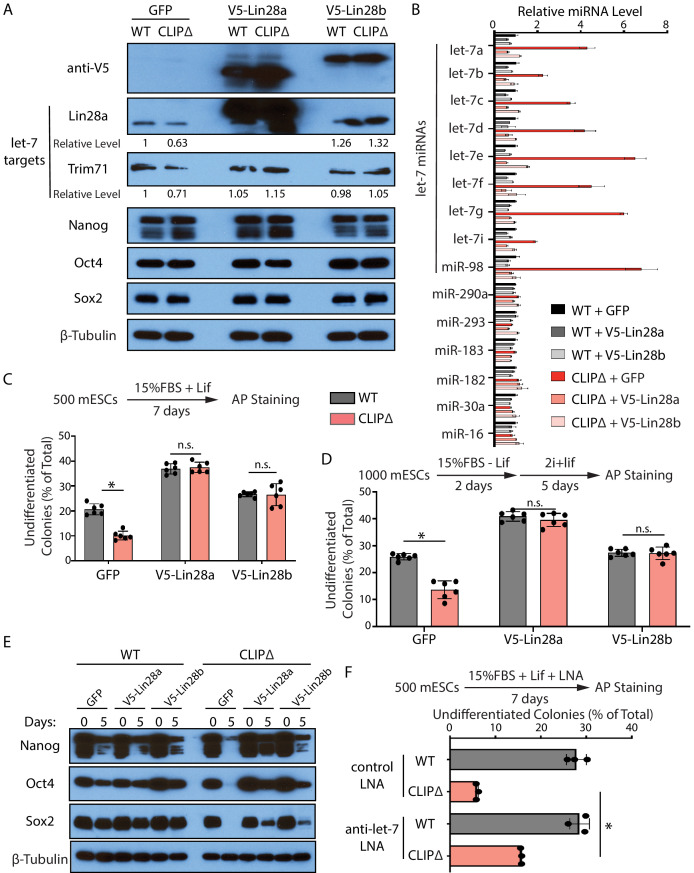
Inhibiting let-7 miRNAs blocks the stemness defects caused by the loss of Trim71-mediated repression of *Ago2* mRNA translation. (**A**) Western blotting in WT and CLIPΔ mouse embryonic stem cells (mESCs) expressing GFP, V5-Lin28a, or Lin28b. Beta-tubulin was used for normalization in determining the relative expression level of let-7 targets Lin28a and Trim71. (**B**) Relative levels of miRNAs. U6 RNA was used for normalization. The results represent the means (± SD) of four biological replicates. (**C**) Colony formation assay for WT and CLIPΔ mESCs expressing GFP, V5-Lin28a, or Lin28b. (**D**) Exit pluripotency assay for WT and CLIPΔ mESCs expressing GFP, V5-Lin28a, or Lin28b. The results in (**C**) and (**D**) represent the means (± SD) of six independent experiments. (**E**) Western blotting of pluripotency factors during EB formation at Day 0 and Day 5 of WT and CLIPΔ mESCs expressing GFP, V5-Lin28a, or Lin28b. (**F**) Colony formation assay for WT and CLIPΔ mESCs cultured in the presence of 500 nM anti-let-7 LNA or a control LNA. The results represent three independent experiments. *p<0.05, and n.s. not significant (p>0.05) by the Student’s t-test.

**Figure 6—figure supplement 1.**
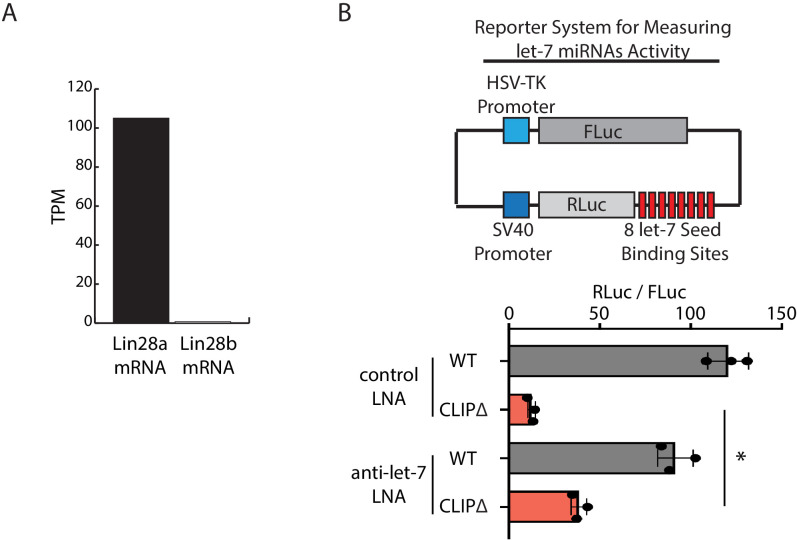
Inhibition of let-7 miRNAs in mouse embryonic stem cells (mESCs). (**A**) *Lin28a* and *Lin28b* mRNA levels, determined as TPM (transcripts per million reads) from RNA-seq in the WT mESCs. (**B**) Inhibition of let-7 activities by LNAs in mESCs. The dual luciferase reporter system for measuring let-7 miRNA activities was shown in the top panel. The let-7 activities, determined as RLuc/FLuc, were examined in the indicated mESCs transfected with the dual luciferase reporter and the indicated LNAs. The results represent the means (± SD) of three independent experiments. *p<0.01 by the Student’s t-test.

One caveat of the Lin28 ectopic expression is the potential pleiotropic effects (reviewed in Tsialikas and Romer-Seibert, 2015). To address this and to specifically determine whether let-7 miRNAs are responsible for the stemness defects, in a parallel experiment, we used locked nucleic acid antisense oligonucleotides (LNA) targeting the conserved seed sequence of let-7 miRNAs to attenuate their activities (Figure 6—figure supplement 1B). In the presence of the anti-let-7 LNA, the CLIPΔ mESCs had an increase (threefold) in the ability of maintaining stemness as determined by the colony formation assay (Figure 6F), indicating that the decreased stemness in the CLIPΔ mESCs is dependent on let-7 miRNAs.

Altogether, the results from the ectopic expression of Lin28a/b and LNA-mediated inhibition of let-7 miRNAs indicated that the stemness defects caused by the loss of Trim71-mediated repression of *Ago2* mRNA translation are dependent on the increased let-7 miRNAs.

### Trim71 represses mRNA translation at post-initiation step(s) in mESCs

Trim71 can repress mRNA translation (Aeschimann et al., 2017; Loedige et al., 2013). Recent observations, however, argued that Trim71 inhibits gene expression through mRNA degradation in mESCs (Welte et al., 2019). To determine whether or not the Trim71-mediated translation repression is mRNA-specific in mESCs (e.g., *Ago2* mRNA in Figure 2), we performed the tethering assay. When tethered to a FLuc mRNA via the specific interaction between the bacteriophage λN polypeptide and the BoxB RNA motif, Trim71 reduced the FLuc activity but not the FLuc mRNA level (Figure 7A and B), indicating translation repression. This repression is specific, as Trim71 does not repress the control mRNA without the BoxB sites (Figure 7B). Thus, repressing mRNA translation can be a general mechanism for Trim71 in mESCs.

**Figure 7.**
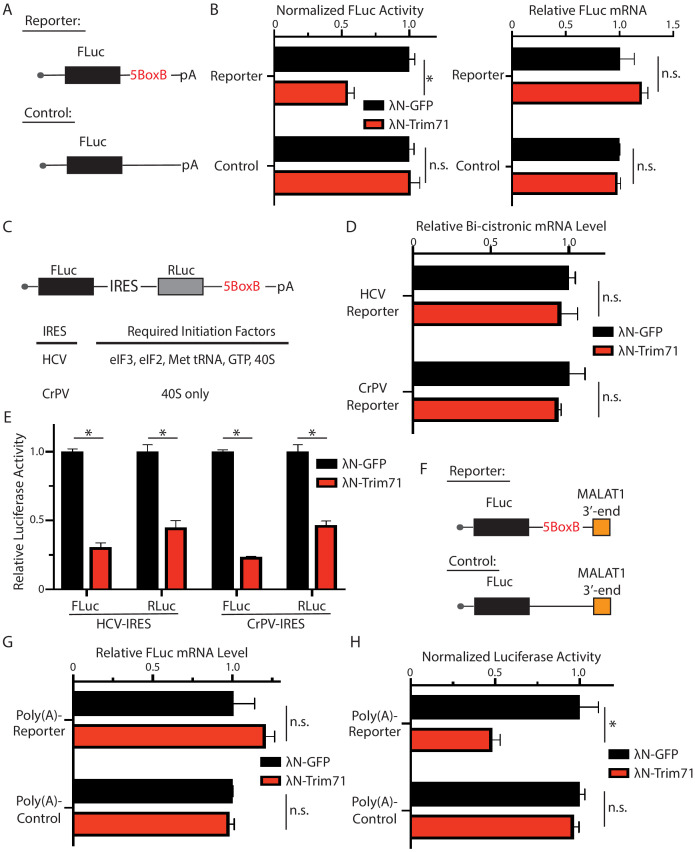
Trim71 represses mRNA translation at post-initiation step(s) in mouse embryonic stem cells (mESCs). (**A**) FLuc reporters for the tethering assay. (**B**) The FLuc activity and mRNA level determined in the tethering assay. (**C**) The IRES-containing bicistronic reporters. (**D**) mRNA levels from the IRES-containing reporters. (**E**) Luciferase activities from the IRES-containing reporters. (**F**) The poly(A) minus FLuc reporters. (**G**) mRNA levels from the poly(A) minus reporters. (**H**) FLuc activities from the poly(A) minus reporters. The results represent the means (± SD) of three independent experiments. *p<0.05, and ns. not significant (p>0.05) by the Student’s t-test.

To determine how Trim71 represses translation in mESCs, we used bicistronic reporters containing either the HCV-IRES (internal ribosome entry site), which requires all the initiation factors except eIF4G and eIF4E, or the CrPV-IRES, which only requires the 40S ribosomal subunit for initiating translation (Fraser and Doudna, 2007; Figure 7C). In these reporters, FLuc was produced by the canonical translation, and the RLuc was generated by the IRES-mediated translation. Tethering Trim71 to either of these two reporter mRNAs led to a decrease of both FLuc and RLuc activities, while no changes in mRNA levels (Figure 7D and E). This result indicated that Trim71 either interferes with 40S ribosomal subunit recruitment or inhibits an event at or after the 60S subunit joining step during mRNA translation. Moreover, we found that Trim71-mediated translation repression does not require 3’ end poly(A) tail. When tethered to a FLuc mRNA that is devoid of both poly(A) tail and the poly(A) tail binding protein, Pabpc1 (Figure 7F; Zhang et al., 2017), Trim71 also specifically represses the reporter mRNA translation (Figure 7G and H). Since poly(A) tail and Pabpc1 can promote mRNA translation at multiple steps, including 40S ribosomal subunit recruitment and the 60S ribosomal subunit joining step during the initiation process (Kahvejian et al., 2005; Mangus et al., 2003), these observations, combined with the result from the IRES reporters, argue that Trim71 regulates mRNA translation at a post-initiation step(s) in mESCs.

## Discussion

Our data reveal that Trim71 maintains pluripotency in stem cells by specifically inhibiting the conserved let-7 miRNAs through repressing *Ago2* mRNA translation. These results not only provide direct support for the conserved cytoplasmic bi-stable switch model (Ecsedi and Grosshans, 2013) in stem-cell fate decisions, but also revealed that a new layer of regulation on the conserved pro-differentiation let-7 miRNAs: repressing the mature miRNA by Ago2 availability. This regulation is critical for pluripotency in stem cells. Our findings raise several interesting aspects in stem cell biology and RNA biology.

### Ago2 and let-7 miRNAs

Previous studies indicate that overexpressing Ago2 in certain cells (e.g., 293T and NIH3T3) elevated global miRNA levels by stabilizing mature miRNAs (Diederichs and Haber, 2007; Winter and Diederichs, 2011). Our results, however, indicate that elevated Ago2 specifically increased the let-7 miRNAs in mESCs at the post-transcriptional level. Although different cell types may contribute to these different results, an important variable is the Ago2 level. Transfection-based assays tend to result in high expression of exogenous genes. In our CLIPΔ mESCs or the WT mESCs with the dox-induced exogenous Ago2, however, the Ago2 level increased approximately twofold or maximally approximately fivefold, respectively, compared to that in the WT mESCs. This modest increase is biologically relevant because the Trim71-mediated repression of *Ago2* mRNA translation only has an approximately twofold effect on the Ago2 level in mESCs (Figure 2). When this approximately twofold repression on Ago2 was specifically disrupted, the mESCs displayed let-7-miRNA-dependent defects in maintaining pluripotency (Figures 3 and 6). Thus, although previous studies (Diederichs and Haber, 2007; Winter and Diederichs, 2011) and ours all indicate that Ago2 is the limiting factor in forming the effector miRNPs, modulating Ago2 levels under biologically relevant settings is likely to result in changes of specific miRNAs, such as the let-7 miRNAs. Ago2 and let-7 miRNAs levels are frequently dysregulated in cancers (Ye et al., 2015). We speculate that modulating Ago2 levels may also regulate tumorigenesis by altering the activities of specific miRNAs (e.g., the tumor-suppressive let-7 miRNAs).

### Two inter-connected layers of regulations on let-7 miRNAs in stem cells

Let-7 is a conserved pro-differentiation miRNA that is abundantly expressed in differentiated cells (Roush and Slack, 2008). In stem cells, although the genes encoding let-7 miRNAs are actively transcribed, the levels of mature let-7 miRNAs are low (Suh et al., 2004; Thomson et al., 2006), indicating post-transcriptional inhibition of let-7 miRNAs. Previous studies characterized that the conserved RBPs Lin28a and Lin28b inhibit let-7 miRNAs’ maturation at the pre- and pri-miRNA levels (Tsialikas and Romer-Seibert, 2015). Here, we revealed an additional layer of regulation of let-7 miRNAs at the mature miRNA level by Ago2 availability.

Interestingly, these two layers of regulation on let-7 miRNAs are intertwined through Lin28a, a conserved let-7 target that promotes let-7 pre-miRNA degradation, in mESCs. When the let-7 miRNAs were elevated by the increased Ago2, in either the CLIPΔ mESCs or the WT with induced Ago2, there was a corresponding decrease of the endogenous Lin28a (Figure 4D and Figure 5A). Moreover, the decreased Lin28a resulted in a compromise in the degradation of let-7 pre-miRNAs, as indicated by twofold to threefold increase of let-7 pre-miRNAs in the CLIPΔ mESCs (Figure 4C). This compromise explains the significant increase of mature let-7 miRNAs upon a modest increase of Ago2 (Figure 4 and Figure 5): the initial increase of the let-7 miRNAs caused by the elevated Ago2 decreases Lin28a and alleviates Lin28a-mediated inhibition on the maturation of let-7 miRNAs, resulting in more let-7 pre-miRNAs become mature let-7 miRNAs. This positive regulatory loop amplifies let-7 miRNAs and makes the pro-differentiation let-7 miRNAs sensitive to Ago2 levels in stem cells.

The two inter-connected layers of inhibition on the potent pro-differentiation let-7 miRNAs are important to maintaining stemness. During self-renewal of mESCs, although genes encoding let-7 miRNAs are transcribed, the production of these potent pro-differentiation miRNAs is inhibited at both the pre-miRNA level by Lin28a and the mature miRNA level by Ago2. These two layers of regulation may work together to ensure low levels of let-7 miRNPs in stem cells. Considering that let-7 miRNAs are repressed in cancers (Büssing et al., 2008), and Lin28a or Lin28b are highly expressed in many cancers (Piskounova et al., 2011), we speculate that the Ago2-mediated regulation of let-7 miRNPs may also be employed by cancer cells for their dysregulated proliferation.

### Trim71 and Ago2

The Trim71-mediated downregulation of Ago2 occurs through repressing *Ago2* mRNA translation in mESCs (Figure 2), but not the proposed E3-ligase-mediated protein degradation (Rybak et al., 2009). This result is consistent with previous observations that the potential E3 ligase activity is not required for Trim71-mediated gene regulation in vivo (Chen et al., 2012; Welte et al., 2019). In human cells, TRIM71 level negatively correlates with AGO2 level (Chen et al., 2013). Thus, we speculate that the Trim71-mediated repression of *Ago2* mRNA translation is conserved between mouse and human. Although the Trim71-binding region in the 3’UTR of mouse *Ago2* mRNA is not conserved in sequence, Trim71 recognizes its RNA targets via structural features but not sequence motifs (Figure 1G; Kumari et al., 2018; Welte et al., 2019). Both human and mouse *Ago2* have long 3’UTRs (5.2 kb and 11.8 kb, respectively) with multiple in silico predicted hairpins that Trim71 can bind. However, our CLIP-seq data indicated that Trim71 only binds one such predicted hairpin in mESCs (Figure 1I), suggesting that either not all the predicted hairpins form in vivo or Trim71 uses additional features for target recognition. 

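In the GENCODE annotation of mm10, the 3’UTR of mouse *Ago2* runs from 73095844 to 73106907 on the minus strand of chromosome 15. At 11064 nt, it is shorter than the paper states. It is longer than 99.8% of the 3’UTRs of 10794 genes with at least 1 TPM in both WT RNA-seq libraries, whose median length is 1095 nt. The 108 genes with both a Trim71 CLIP peak in the 3’UTR and an annotated 3’UTR had a median length of 2455 nt.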

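The *Ago2* 3’UTR was tiled with 50-nt windows in steps of 10 nt, and each was folded with RNAfold. Of 1102 windows, 430 (39.0%) held a stem-loop in which a loop of 3 to 5 nt and 3 or 4 paired bases on each side fill exactly 11 nt, and the deposited list holds a single peak in this 3’UTR, whose own 50-nt window has none by this definition. This share lies within the confidence interval of the share found in the windows on 3’UTR peaks.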

Trim71 can both repress mRNA translation and induce mRNA degradation (Aeschimann et al., 2017; Loedige et al., 2013; Welte et al., 2019; Worringer et al., 2014). Thus, it will be interesting to determine what features determine whether Trim71 represses translation or destabilizes mRNA.

### A new approach for functional characterization of RBPs

Trim71 is essential for animal development (Cuevas et al., 2015; Ecsedi and Grosshans, 2013). Previous studies, however, reported no stemness defects in Trim71 knockout mESCs (Mitschka et al., 2015; Welte et al., 2019). Moreover, Ago2 level was not altered in Trim71 knockdown or knockout mESCs (Chang et al., 2012; Welte et al., 2019), which we also observed in our mESCs (Figure 2—figure supplement 1A). In contrast to these results, our study indicates that Trim71 plays a critical role in regulating pluripotency in mESCs through repressing *Ago2* mRNA translation. How to reconcile these results?

The main difference is the number of disrupted Trim71:mRNA interactions. In the CLIPΔ mESCs, we specifically inhibited one: the Trim71:*Ago2–*mRNA interaction; while in Trim71 knockout/knockdown mESCs, hundreds of Trim71:mRNA interactions and potential Trim71-mediated protein–protein interactions are lost/attenuated. The phenotype of the Trim71 knockout mESCs is the functional additions of all the disrupted interactions. If Trim71’s target mRNAs contain both positive and negative regulators of pluripotency, knocking out Trim71 may result in no phenotypical changes. 

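The peak that Supplementary file 1 places nearest to *Nanog*, which encodes a transcription factor of pluripotency, lies on the plus strand of chromosome 6 of mm10 from 122714137 to 122714140. The paper’s table classes it as intergenic and gives it a fold change of 1.52, and 98.6% of the peaks in that table have a higher one. In the GENCODE annotation, the position falls inside the 3’UTR of *Nanog*, which runs from 122713556 to 122714633. The deposited list of peaks common to both replicates held 0 peaks within 100 kb of the gene. *Nanog* mRNA stood at 977 ± 322.2 TPM (SD, n = 2) in the WT mESCs.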

Interestingly, our Trim71 CLIP-seq indicated that besides *Ago2* mRNA, Trim71 also binds mRNAs encoding pluripotency factors, such as Nanog (Supplementary file 1). Thus, it is possible that in the Trim71 knockout mESCs, the defects caused by the increased Ago2 may be compensated by an increased Nanog from the lost Trim71:*Nanog–*mRNA interaction. Alternatively, Ago2 protein level does not change in the Trim71 knockout/knockdown mESCs due to combinatory results of the disrupted Trim71:*Ago2* mRNA interaction and secondary effects from other lost Trim71:mRNA interactions, leading to no stemness defects in the knockout mESCs. Thus, an important caveat in interpreting results from the knockout studies on RBPs is that no phenotypical changes does not necessarily mean that the target RBP is not functionally significant. Then, how to effectively characterize biological functions of RBPs?

Thanks to the wide applications of CLIP-based methods, many RBPs’ target RNAs and the binding regions in these RNAs are being well characterized. In addition to the loss-of-function methods, we believe specific inhibition of candidate RBP:mRNA interaction(s) via mutating/deleting binding sites on the target mRNA(s) will reveal more exciting roles of RBPs and significant RBP:mRNA interactions under many biological processes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Mouse monoclonal anti-FLAG M2	Sigma-Aldrich	Cat# F1804	WB (1:5000) IP
Antibody	Normal mouse IgG	Santa Cruz Biotechnology	Cat# sc-2025	IP
Antibody	Mouse monoclonal anti-GAPDH (6C5)	Santa Cruz Biotechnology	Cat# sc-32233	WB (1:5000)
Antibody	Rabbit monoclonal anti-beta-Tubulin	Selleckchem	Cat# A5032	WB (1:5000)
Antibody	Rabbit monoclonal anti-Ago1 (D84G10)	Cell Signaling Technology	Cat# 5053	WB (1:1000)
Antibody	Rabbit monoclonal anti-Ago2 (C34C6)	Cell Signaling Technology	Cat# 2897	WB (1:1000)
Antibody	Mouse monoclonal anti-Oct-4	BD Transduction Laboratories	Cat# 611202	WB (1:5000)
Antibody	Rabbit monoclonal anti-Nanog (D2A3)	Cell Signaling Technology	Cat# 8822	WB (1:3000)
Antibody	Rabbit monoclonal anti-Sox2 (D9B8N)	Cell Signaling Technology	Cat# 23064	WB (1:3000)
Antibody	Rabbit monoclonal anti-Keratin 17/19 (D32D9)	Cell Signaling Technology	Cat# 3984	WB (1:1000)
Antibody	Rabbit monoclonal anti-a-SMA (D4K9N)	Cell Signaling Technology	Cat# 19245	WB (1:1000)
Antibody	Mouse monoclonal anti-Claudin-6 (A-4)	Santa Cruz Biotechnology	Cat# sc-393671	WB (1:1000)
Antibody	Rabbit polyclonal anti-Dicer	Sigma-Aldrich	Cat# SAB4200087	WB (1:3000)
Antibody	Rabbit monoclonal anti-DGCR8	Abcam	Cat# ab191875	WB (1:3000)
Antibody	Rabbit polyclonal anti-V5 Tag	Bethyl	Cat# A190-120A	WB (1:5000)
Antibody	Rabbit monoclonal anti-Lin28A (D1A1A)	Cell Signaling Technology	Cat# 8641	WB (1:5000)
Antibody	Sheep polyclonal anti-Trim71	R and D Systems	Cat# AF5104	WB (1:1000)
Antibody	Goat Anti-Rabbit IgG (H L)-HRP Conjugate	Bio-Rad	Cat# 170–6515	WB (1:5000)
Antibody	Goat Anti-Mouse IgG (H L)-HRP Conjugate	Bio-Rad	Cat# 170–6516	WB (1:5000)
Antibody	Donkey anti-Sheep IgG-HRP Conjugate	R and D Systems	Cat# HAF016	WB (1:2000)
Chemical compound, drug	DMEM/F-12	Gibco	Cat# 12500096	
Chemical compound, drug	FBS	Millipore	Cat# ES-009-B	
Chemical compound, drug	mLIF	Millipore	Cat# ESG1107	
Chemical compound, drug	PD0325901	APExBio	Cat# A3013	
Chemical compound, drug	CHIR99021	APExBio	Cat# A3011	
Chemical compound, drug	N2	Millipore	Cat# SCM012	
Chemical compound, drug	B27	Thermo Fisher Scientific	Cat# 17504044	
Chemical compound, drug	MEM NEAA	Gibco	Cat# 11140–50	
Chemical compound, drug	Penicillin–Streptomycin	Gibco	Cat# 11548876	
Chemical compound, drug	L-glutamine	Sigma-Aldrich	Cat# G7513	
Chemical compound, drug	β-mercaptoethanol	Sigma-Aldrich	Cat# M3148	
Chemical compound, drug	Accutase	Millipore	Cat# SF006	
Chemical compound, drug	Fugene6	Promega	Cat# E2691	
Chemical compound, drug	Puromycin	Sigma-Aldrich	Cat# P9620	
Chemical compound, drug	Doxycycline	Sigma-Aldrich	Cat# D9891	
Chemical compound, drug	Protease inhibitors	Bimake	Cat# B14001	
Chemical compound, drug	Gelatin	Sigma-Aldrich	Cat# G1890	
Chemical compound, drug	One Step-RNA Reagent	Bio Basic	Cat# BS410A	
Chemical compound, drug	DNase 1	NEB	Cat# M0303L	
Chemical compound, drug	RNase1	Ambion	Cat# AM2295	
Chemical compound, drug	SUPERaseIn RNase Inhibitor	Ambion	Cat# AM2696	
Chemical compound, drug	SuperScript II Reverse Transcriptase	Invitrogen	Cat# 18064014	
Chemical compound, drug	SsoAdvanced Universal SYBR Green Supermix	Bio-Rad	Cat# 1725270	
Chemical compound, drug	Q5 High-Fidelity DNA Polymerase	NEB	Cat# M0491L	
Chemical compound, drug	Let-7 LNA	Qiagen	Cat# YFI0450006	
Chemical compound, drug	Control LNA	Qiagen	Cat# 339137	
Chemical compound, drug	Actinomycin D	Thermo Fisher Scientific	Cat# 11805017	
Commercial assay or kit	Alkaline Phosphatase Assay Kit	System Biosciences	Cat# AP100R-1	
Commercial assay or kit	Gibson Assembly Master Mix	NEB	Cat# E2611L	
Commercial assay or kit	Dual-Luciferase Reporter Assay System	Promega	Cat# E1960	
Commercial assay or kit	CellTiter 96 AQueous One Solution Cell Proliferation Assay (MTS)	Promega	Cat# G3582	
Commercial assay or kit	Dynabeads M-270 Epoxy	Invitrogen	Cat# 14301	
Commercial assay or kit	Pierce BCA Protein Assay Kit	Thermo Fisher Scientific	Cat# 23225	
Commercial assay or kit	Mir-X miRNA First Strand Synthesis Kit	Takara	Cat# 638313	
Commercial assay or kit	NEBNext Ultra Directional RNA Library Prep Kit	Illumina	Cat# E7420S	
Commercial assay or kit	NEBNext Multiplex Small RNA Library Prep Set	Illumina	Cat# **E7300S**	
Cell line (*M. musculus*)	ES-E14TG2a mESC	ATCC	CRL-1821	
Cell line (*M. musculus*)	FLAG-Trim71 mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71 CLIP∆ mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71 *Ago2∆* mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71 *Dgcr8∆* mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71 *Dicer∆* mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71 CLIP∆ *Ago2∆* mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71 CLIP∆ *Dgcr8∆* mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71 CLIP∆ *Dicer∆* mESC	this paper		
Cell line (*M. musculus*)	FLAG-Ago2 mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71∆ mESC	this paper		
Cell line (*M. musculus*)	FLAG-Trim71∆ CLIP∆ mESC	this paper		
Recombinant DNA reagent	PiggyBac-based dox-inducible expression vector	this paper	pWH406	
Recombinant DNA reagent	Inducible mouse FLAG-Trim71 expressing vector	this paper	pWH826	
Recombinant DNA reagent	Inducible mouse FLAG-Trim71-C12AC15A expressing vector	this paper	pWH831	
Recombinant DNA reagent	Inducible mouse FLAG-Trim71-R738A expressing vector	this paper	pWH840	
Recombinant DNA reagent	Inducible mouse Ago2 expressing vector	this paper	pWH1070	
Recombinant DNA reagent	Inducible GFP expressing vector	this paper	pWH1055	
Recombinant DNA reagent	Inducible mouse V5-Lin28A expressing vector	this paper	pWH1081	
Recombinant DNA reagent	Inducible mouse V5- Lin28B expressing vector	this paper	pWH1082	
Recombinant DNA reagent	sgRNA and Cas9 expressing vector (pX458) pWH464	Addgene	Cat# 48138	
Recombinant DNA reagent	Super PiggyBac Transposase expressing vector (pWH252)	System Biosciences	Cat# PB210PA-1	
Recombinant DNA reagent	The Luciferase reporter for measuring miR-293 activity	this paper	pWH854	
Recombinant DNA reagent	FLuc-5BoxB reporter	PMID:28635594	pWH290	
Recombinant DNA reagent	The control reporter for the FLuc-5BoxB	PMID:28635594	pWH291	
Recombinant DNA reagent	lambdaN-GFP expressing plasmid	PMID:28635594	pWH294	
Recombinant DNA reagent	lambdaN-Trim71 expressing plasmid	this paper	pWH815	
Recombinant DNA reagent	HCV-IRES bicistronic reporter	PMID:28635594	pWH530	
Recombinant DNA reagent	CrPV-IRES bicistronic reporter	PMID:28635594	pWH531	
Recombinant DNA reagent	FLuc-5BoxB-Malat1 reporter	PMID:28635594	pWH569	
Recombinant DNA reagent	FLuc-Malat1 reporter	PMID:28635594	pWH570	
Software, algorithm	FastQC v0.11.4	Andrews S. 2010		https://www.bioinformatics.babraham.ac.uk/projects/download.html
Software, algorithm	Bowtie v1.1.2	PMID:19261174		http://bowtie-bio.sourceforge.net/index.shtml
Software, algorithm	STAR v2.5.0	PMID:23104886		https://github.com/alexdobin/STAR; Lorenz et al., 2011
Software, algorithm	Piranha v1.2.1	PMID:23024010		http://smithlabresearch.org/software/piranha/
Software, algorithm	iCount v2.0.1	Lovci et al., 2013		https://icount.readthedocs.io/en/latest/
Software, algorithm	CLIPper v1.1	Lovci et al., 2013		https://github.com/YeoLab/clipper/wiki/CLIPper-Home; Lovci et al., 2013
Software, algorithm	CTK package v1.0.9	PMID:27797762		https://zhanglab.c2b2.columbia.edu/index.php/CTK_Documentation
Software, algorithm	BEDtools v2.25.0	PMID:20110278		https://bedtools.readthedocs.io/en/latest/
Software, algorithm	SAMtools v0.1.19	PMID:19505943		http://samtools.sourceforge.net/
Software, algorithm	RNAfold v2.1.5	PMID:22115189		https://www.tbi.univie.ac.at/RNA/ RNAfold.1.html
Software, algorithm	WebLogo v3.6.0	PMID:15173120		http://weblogo.threeplusone.com/
Software, algorithm	HISAT2 v2.1.0	PMID:31375807		https://daehwankimlab.github.io/hisat2/
Software, algorithm	HTSeq v0.11.1	PMID:25260700		https://htseq.readthedocs.io/en/release_0.11.1
Software, algorithm	R package EdgeR v3.26.8	PMID:19910308		https://bioconductor.org/packages/release/bioc/html/edgeR.html
Software, algorithm	TargetScan v7.2	PMID:26267216		http://www.targetscan.org/vert_72/

All the antibodies, plasmids, and oligonucleotides used in this study are listed in Supplementary file 3.

### mESC culture

All the mESCs described in this study are derived from ES-E14TG2a (ATCC CRL-1821). All the ES-E14TG2a derived mESCs used in this study were generated through CRISPR/Cas9-mediated genome editing, and their genotypes were confirmed by both PCR and western blot analysis. All the mESCs used in this study were cultured on 0.5% gelatin-coated tissue culture plates in either the 15% FBS + Lif (leukemia inhibitory factor) (medium DMEM/F-12 supplemented with 15% FBS, 2 mM L-glutamine, 0.1 mM MEM NEAA, 1% penicillin–streptomycin, 0.1 mM β-mercaptoethanol, and 1000 U/mL mLIF) or the 2i + Lif medium (DMEM/F-12, 2% FBS, 2 mM L-glutamine, 0.1 mM MEM NEAA, 1% penicillin–streptomycin, 0.1 mM β-mercaptoethanol and 1000 U/mL mLIF, 1 × N2N27, 3 µM CHIR99021 and 1 µM PD0325901). All the cells were grown in tissue culture incubators with temperature at 37°C and 5% CO_2_.

### CRISPR/Cas9-mediated genome editing in mESCs

To generate the FLAG-Trim71 mESCs, 2 µg of pWH464 (pSpCas9(BB)−2A-GFP (pX458)) expressing the targeting sgRNA (oWH3373) and 1 µg of donor oligo oWH3375 was co-transfected into 1 × 10^5^ E14 mESCs via the Fugene6 transfection reagents. To generate target gene knockout mESCs, 2 µg of pWH464 expressing a pair of sgRNAs target a coding region of the target gene was transfected into the mESCs. 24 hr post-transfection, top 10% GFP-positive cells were sorted into 96-well plates, with a single cell sorted into each well. After 7–14 days incubation, the correct mESC clones were screened and identified through genotyping PCR followed by western blot analysis.

### Trim71 CLIP-seq

The Trim71 CLIP-seq was performed using the previously established HITS-CLIP protocol (Darnell, 2010) with the following modifications. The FLAG-Trim71 mESCs were cross-linked by 0.4J UV254nm. The cell lysate was treated by RNase1 (Ambion) at 40 U/ml for 5 min at 37°C, and then 250 U/ml SUPERaseIn RNase Inhibitor (Ambion) was added to the cell lysate to inactivate the RNase1. 100 µl anti-FLAG M2-coupled Dynabeads M-270 (Invitrogen, Cat# 14301) per 10 mg cell lysate was used for the FLAG-Trim71 IP. Then 2.5% Input and IP samples were resolved on a 4–12% NuPage gel followed by transfer to a nitrocellulose membrane. Trim71–RNA complexes and size-matched input (Van Nostrand et al., 2016) were cut off from the membrane and were subject to RNA isolation and library preparation. The CLIP-seq libraries were sequenced on a HiSeq4000.

### qRT-PCR

For mRNA quantification, reverse transcription was performed on total RNA using random hexmers and Superscript2 reverse transcriptase (Thermo Fisher Scientific). miRNA and pre-miRNA quantification was performed in accordance with the protocols described previously (Wan et al., 2010) or using the Takara’s Mir-X miRNA quantification method. qPCR was performed using the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) on a CFX Connect Real-Time PCR Detection System (Bio-Rad).

### Western blot

Cells were lysed in the RIPA buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 140 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, and protease inhibitor cocktail). The cell lysate protein concentration was determined using a BCA assay kit from Thermo Fisher Scientific (Cat# 23225). Equal amount of cell lysate from the samples were resolved on SDS-PAGE gels and then transferred to PVDF membranes. The membranes were blocked with 3% non-fat dry milk in the TBS-T buffer for 1 hr at room temperature and then incubated with the indicated primary antibody overnight at 4°C. After washing, the appropriate horseradish peroxidase-conjugated secondary antibodies were applied for 1 hr at room temperature. Then the membranes were washed three times in the TBS-T buffer. The signals on the membranes were generated by the Clarity Western ECL substrate (Bio-Rad, Cat# 1705061), followed by X-ray film exposure. The exposed films were developed by an automatic Kodak film processor.

### Polysome analysis

Polysome analysis was performed using the protocol described previously (Zhang et al., 2017). Briefly, mESCs were lysed in the polysome lysis buffer (10 mM Tris-HCl pH 7.4, 12 mM MgCl_2_, 100 mM KCl, 1% Tween-20, and 100 mg/ml cycloheximide). Then 5 OD260 cell lysate was loaded onto a 5–50% (w/v) linear sucrose-density gradient, followed by centrifugation at 39,000 rpm in a Beckman SW-41Ti rotor for 2 hr at 4°C. The gradient was fractionated using a Gradient Station (BioComp) coupled with an ultraviolet 254 nm detector (Bio-Rad EM-1).

### Colony formation assay for mESCs

500 mESCs/well were cultured in either the 15%FBS + Lif medium or the 2i + Lif medium in each well of a gelatinized 12-well plate for 7 days. The resultant colonies were then fixed and stained using an Alkaline Phosphatase Assay Kit (System Biosciences, Cat# AP100R-1). The morphology and AP intensity of the colonies were evaluated manually under an Olympus CK2 microscope. Each time 100–200 colonies from each type of mESCs were evaluated.

### Exit pluripotency assay for mESCs

ESCs were plated at a density of 1000 cells/well in a gelatinized 6-well plate in 2 ml of the differentiation medium (DMEM/F-12 supplemented with 15%FBS, 2 mM L-glutamine, 0.1 mM MEM NEAA, 1% penicillin–streptomycin, 0.1 mM β-mercaptoethanol) for 2 days. Then the medium was replaced with 3 ml of fresh 2i+Lif medium for another 5 days. Colonies were stained for alkaline phosphatase, and differentiation status was evaluated by the morphology and AP intensity.

### mESC differentiation

For EB formation, three million mESCs were cultured in 10 ml differentiation medium (DMEM/F-12 supplemented with 15% FBS, 2 mM L-glutamine, 0.1 mM MEM NEAA, 1% penicillin–streptomycin) in a 10 cm non-treated bacterial petri dish. The dish was placed on a horizontal rotator with a rotating speed of 30 rpm in a tissue culture incubator with temperature at 37°C and 5% CO_2_. The medium was changed every other day, and the resulting EBs were harvested at the indicated time points. For monolayer differentiation, two million mESCs were cultured in 10 ml differentiation medium on a gelatinized 9 cm tissue culture dish. The dish was placed in a tissue culture incubator with temperature at 37°C and 5% CO_2_. The resultant cells were harvested at the indicated time points.

Cell Proliferation Assay mESCs were plated in gelatin coated 24-well plates at 20,000 cells per well, and their proliferation was assessed every day for 3 days using the CellTiter 96 AQueous One Solution Reagent (Promega, Cat# G3582). The measurement was performed in accordance with the protocol provided by the kit.

### RNA-seq and small-RNA-seq analysis

The reads from RNA-seq and small-RNA-seq were mapped to the mm10 genome by using HISAT2 (v2.1.0). The mapping results were converted into bam format by using SAMtools. The read count for the longest transcript of each gene was calculated by using HTSeq (v0.11.2) and was then converted into TPM value. The genes with TPM ≥ 1 in RNA-seq and miRNAs with TPM ≥ 100 in small-RNA-seq were kept for further analysis. The Negative Binomial Generalized Linear Models with Quasi-Likelihood Tests function in EdgeR was used for differential expression analysis. The p-value cut off for differential expressed miRNAs was set to 0.05. The targets of non-differential expressed miRNAs are obtained from the 'predicted conserved targets' table v7.2 generated by the TargetScan (Agarwal et al., 2015). Mann–Whitney U-test was used to evaluate the probability that the microRNA targets and non-microRNA targets have the same distribution of fold change in expression level between wild type and KO data sets. The scatter plot and the cumulative plots were generated by using python package matplotlib. The correlation matrix of miRNA data sets was visualized by using the R package corrplot and psych.

### CLIP-seq peak calling

The CLIP-seq reads were quality-checked by using FastQC. The reads from rRNA, tRNA, and mitochondrial DNA sequences were removed from data sets by using Bowtie. The resulting reads were mapped to the mm10 genome by using STAR (v2.5.0) with the parameters suggested in a previous study (Van Nostrand et al., 2016). CLIPper (Lovci et al., 2013) was used to call peaks for the two replicates over the input control data sets. The complement set of peak calling results was kept as the background for the motif study. The peaks were annotated to the mm10 RefSeq mRNAs by bed2annotation tool in the CTK package. To determine secondary structure motifs in the CLIP-seq peak regions, each peak was extended from the peak center to a 50 nt binding bins. The background regions are divided into bins of 50 nt. The RNA sequences of both the binding and non-binding bins were obtained by using the getfasta function in the BEDtools with the parameter ‘-s’. RNAfold (2.1.5) (Lorenz et al., 2011) was used to predict the minimum free energy (MFE) secondary structures for both binding and non-binding bins. The enrichment of each 11-mer secondary structure substring was calculated from the dot-bracket encoded MFE secondary structures of both binding and non-binding bins. The 11-mer secondary structure substrings with counts <10 or do not contain any hairpin loop were discarded. The secondary structure motif logo was generated from the secondary structure substrings with enrichment ≥ 1 by using WebLogo (v3.6.0).

The CLIP-seq, RNA-seq, and small-RNA-seq data sets generated during this study are available at GEO: GSE138284.

## Data Availability

The CLIP-seq, RNA-seq, small-RNA-seq datasets generated during this study are available at GEO: GSE138284. The following dataset was generated: HuWLiuQZhangHChenXZhangS2020Studies on Trim71 in mouse embryonic stem cellsNCBI Gene Expression OmnibusGSE138284

How the deposited data were processed for this re-analysis (not part of the article)

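The data come from ES-E14TG2a mouse embryonic stem cells (mESCs) kept in 2i and lif, in 31 samples. The Trim71 CLIP-seq had 2 immunoprecipitated samples and 1 size-matched input. The RNA-seq had 12 libraries, 2 of WT, 2 of CLIPΔ, 4 of *Ago2* KO, and 4 of *Ago2* KO/CLIPΔ mESCs. The small-RNA-seq had 16 libraries, 4 of each of these genotypes. The columns of the files were matched to a genotype by their name. The CLIPΔ columns carry a code in place of the genotype, which was read as CLIPΔ because the labels give 4 genotypes and the codes of WT and *Ago2* KO are plain. The replicate numbers that pair the RNA-seq libraries and the *Ago2* KO small-RNA-seq libraries come from the sample labels and column names. The WT and CLIPΔ small-RNA-seq columns carry letters from A to D in place of numbers, so they were matched to a genotype and to no single sample, and each was treated as a replicate. No statement in the labels says that libraries with the same number or letter were handled together, so the replicate block is given beside the result without it.

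For RNA-seq and small-RNA-seq, the authors mapped reads to mm10 with HISAT2, counted them on the longest transcript of each gene with HTSeq, and deposited TPM values without pooling replicates. Only genes or miRNAs with a value above 0 in every library are in these tables, 15034 genes and 507 miRNAs. For CLIP-seq, the authors removed rRNA, tRNA, and mitochondrial reads, mapped with STAR, called peaks of both replicates over the input with CLIPper, and deposited the counts of reads in each common peak, with an annotation class. The paper’s text does not say in which libraries these counts were made. Fold changes of peaks were read from the paper’s Supplementary file 1 for peaks on the same strand within 50 nt.

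The sum of each RNA-seq library over the table was between 998656 and 999501 TPM, and its depth is unknown. For the small-RNA-seq, the whole numbers of reads behind the values were inferred from the step between low values, since each value times the mature length minus 1 nt was a whole multiple of 1 step per library in 100% of low values of single-locus miRNAs. For miRNAs with more than 1 locus, 50.3% of the low values were whole multiples, and 96.4% after multiplying by the number of loci. The inferred depth ran from 851590 reads in an *Ago2* KO library to 8419663 reads in a WT library, with medians of 6935832 (WT), 7013006 (CLIPΔ), 939296 (*Ago2* KO), and 1062532 (*Ago2* KO/CLIPΔ). Intervals of percentages are Wilson intervals at 95% confidence and cover counting error only.

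miRNA values were divided by their library total to give RPM, and tests used log2(RPM + 1) with a pseudocount of 1. miRNAs with a mean deposited value of at least 100 over the libraries compared were tested, 227 for WT against CLIPΔ and 249 for the model over all genotypes. RNA-seq values were tested as log2(TPM + 1) for genes with a mean of at least 1 TPM. Fold changes are differences of means on these scales, which understate the changes of features with low values. All tests across genes or miRNAs used limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, with Benjamini–Hochberg adjustment and a threshold of 0.05. The model over all small-RNA-seq libraries held the CLIPΔ genotype, the *Ago2* KO genotype, and their interaction. Single values with 4 libraries per group were also compared with two-sided exact permutation tests, whose smallest p is 0.0286. Correlations across genes or miRNAs are descriptive, and those of host genes with their miRNAs used 100000 permutations.

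let-7 targets were genes whose longest annotated 3’UTR holds the 8mer CTACCTCA, in the GENCODE annotation of mm10. The comparison set held 8mers of 6 other miRNAs whose sequences the paper gives in Supplementary file 3 (miR-291a-3p, miR-293-3p, miR-290a-5p, miR-183-5p, miR-30a-5p, and miR-16-5p) and no let-7 site. Sets were compared by Mann–Whitney U tests across genes, by camera in limma with an inter-gene correlation of 0.01, by 10000 random gene lists, and by the 420 8mers with the same bases. Windows of 50 nt on the 3’UTR peaks were folded with RNAfold 2.7.2 and compared with 100 random windows per peak from the same 3’UTR in 10000 draws. Hexamers and tetramers were counted in the same windows and compared by one-sided Fisher’s exact tests. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 was used for these steps and for the figures.

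Most miRNAs and genes named in the text were fixed by a rule before the data were examined. Those outside it, which are miR-147-3p, the miRNA clusters and *Rian*, *Mirg*, and *Sfmbt2* with them, and the host genes, were chosen after their values were seen. The rule takes all let-7, miR-98, and miR-290–295 sequences, the other miRNAs the paper names, and the 5 highest and 5 lowest fold changes among miRNAs past the threshold without overlap between groups. Genes named by the rule are *Ago1* to *Ago4*, *Trim71*, *Lin28a*, *Lin28b*, *Cdkn1a*, *Nanog*, *Pou5f1*, *Sox2*, *Gapdh*, *Dicer1*, *Dgcr8*, and the 3 highest and 3 lowest past the threshold, of which 1 is not reported here. *Sox2* is not analysed here. Peaks named by the rule are those in *Ago2* and *Cdkn1a*, near *Nanog*, and the 3 with the largest fold change in 3’UTRs.

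Alternatives covered the test (edgeR 4.0.16 and DESeq2 1.42.0 on the inferred reads, limma over all groups), the replicate block, the scaling (values as deposited, median centring, RPM without let-7, miR-98, and miR-290–295), pseudocounts of 0.1 and 10, filters on low values, an adjusted p of 0.01, and leaving out each library in turn. For peaks they covered fold changes of at least 4 and 8, merging within 50 nt, wider loops, windows of 100 nt, and shuffled windows. The main choices and most alternatives were set before the data were examined, and those chosen after seeing the data are named as such where their values are given.

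The main steps were tested on simulated data of the same size. With 200 changed genes, 2 libraries against 2 recovered 42 of them with 0 false calls, and 4 against 4 recovered 197 with 9 false calls. With 60 changed miRNAs, limma recovered 53, edgeR 52, DESeq2 56, and the interaction 52. The whole reads were recovered in 100% of simulated values, and a planted stem-loop and a planted hexamer were found.

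The sequences of edited alleles, the read profiles over the *Ago2* 3’UTR, the western blots, the qRT-PCR, the polysome fractions, and the colony assays were not analysed here. The TargetScan table of the paper’s methods was not used here.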

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

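All tests in this part were chosen only after the result they bear on was seen.

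The small-RNA-seq of *Ago2* KO and *Ago2* KO/CLIPΔ mESCs is not discussed in the paper. Of 249 tested miRNAs, 55 differed between these genotypes, 48 higher and 7 lower in the *Ago2* KO/CLIPΔ mESCs (limma, adjusted p under 0.05), and 76 passed at an unadjusted p. With the replicate number as a block the count was 49 (44 higher and 5 lower; r between same-numbered libraries 0.352), and edgeR gave 65 (39 higher and 26 lower). In a fit to these 8 libraries alone, 121 miRNAs differed. Of the 35 splits of the libraries, 1, the real one, gave as many as that fit, and 2 miRNAs was the most in another. Of the 8 splits that part all same-numbered libraries, 1 gave as many, and whatever the count, so few splits cannot give a share under 0.05. *Ago2* KO and WT mESCs differed in 206 miRNAs, 118 higher and 88 lower, and 206 also passed at an unadjusted p. edgeR gave 94 higher and 106 lower, and median centring 102 and 103, so the balance of directions depends on the scaling. In a fit to these 8 libraries alone, 199 differed, and 1 of the 35 splits gave as many. After all libraries were thinned to 851590 reads, 204 miRNAs differed, so the difference in depth does not account for the count. The median depth of the WT libraries is 7.38 times that of the *Ago2* KO libraries, and their columns carry letters in place of numbers, so the genotypes were possibly sequenced in different batches, and the difference cannot be told apart from a batch.

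The CLIPΔ effect differed between the WT and the *Ago2* KO background, by the interaction of both genotypes, for 123 miRNAs (133 at an unadjusted p; 118 with the replicate block). Among 100 relabellings within same-labelled libraries, 1, the real one, gave as many, and mirroring the labels of the *Ago2* KO background alone gave 80. After thinning to equal depth, 120 miRNAs passed. All 6 tested let-7 miRNAs, miR-98-5p among them, were in this set, with interactions from -4.46 to -2.48 on the log2 scale and 1.53e-05 as the highest adjusted p. For these 6, the range over the other settings was -4.89 to -2.33, and the highest adjusted p was 0.000227. In the *Ago2* KO background, 0 of the 6 passed, with log2 fold changes from -0.36 to 0.49, and their lowest unadjusted p was 0.0674 (let-7e-5p, limma). Summed, the let-7 family made up 0.444% ± 0.0374 (SD, n = 4) of miRNA values in the *Ago2* KO and 0.379% ± 0.0263 (SD, n = 4) in the *Ago2* KO/CLIPΔ mESCs, 0.853 times as much (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The *Ago2* KO libraries held as few as 4 reads of a tested let-7 miRNA, yet all 6 interactions passed at equal depth, so too few reads do not account for the difference. Dependence of the let-7 increase on Ago2 is in line with these values. However, 117 miRNAs outside the let-7 family also had an interaction past the threshold. The pattern cannot be told apart from differences between the cell lines other than the genotype.

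Of 12 clusters of neighbouring miRNAs, 4 with many members past the interaction are described here, chosen after their values were seen. In some others fewer passed, with 1 of 7 from miR-17-5p to miR-92a-1-5p, 1 of 9 from miR-291a-5p to miR-295-3p, 1 of 6 from miR-182-3p to miR-183-5p, and 2 of 5 from miR-25-3p to miR-106b-5p. It was 2 of 6 from miR-450b-3p to miR-322-5p, 0 of 6 from miR-363-3p to miR-106a-5p, and 2 of 3 from miR-881-3p to miR-470-5p. From miR-99b-5p to miR-125a-3p, which is not among the 4 described, 4 of 5 passed. Its medians were 0.71 in the WT background and -0.22 in the *Ago2* KO background. On chromosome 12, the miRNAs from miR-379-5p to miR-410-3p form a cluster that overlaps *Mirg*. The CLIPΔ effect on them had a median log2 fold change of -0.39 in the WT background (32 of 37 lower). It was 0.86 in the *Ago2* KO background (37 of 37 higher), and 31 passed the interaction. For those from miR-673-5p to miR-370-3p, which overlap *Rian*, the medians were -0.28 (10 of 13 lower) and 0.98 (13 of 13 higher), and 11 passed. Of the miRNAs tested in the *Ago2* KO background, only 15 lie inside the annotated *Mirg* gene and 2 inside *Rian*. In the *Sfmbt2* cluster, from miR-669f-5p to miR-466h-5p, the medians were 1.67 and -0.32 and 9 of 9 passed. From miR-302b-3p to miR-302d-3p they were -1.53 and -0.20, and 5 of 5 passed. Median centring left the *Mirg* cluster at -0.49 and 0.86, so the scaling does not account for the opposite directions. The RNAs of *Meg3* (-0.88 and 1.03), *Rian* (-0.73 and 1.00), and *Mirg* (-0.84 and 0.87) moved in the direction of the miRNAs in 6 of 6 changes, which is consistent with a change in transcription of the region. The *Mirg* cluster also differed between *Ago2* KO and WT mESCs, which share the *Ago2* 3’UTR site, by a median of -0.29. With median centring this difference was -0.68. The pattern therefore cannot be told apart from variation between cell lines. Median centring left the *Sfmbt2* cluster at 1.58 and -0.32 and the miR-302 cluster at -1.62 and -0.21, so the scaling does not account for these either. *Sfmbt2* RNA changed by 0.23 in CLIPΔ against WT mESCs.

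The RNA-seq of *Ago2* KO and *Ago2* KO/CLIPΔ mESCs is not compared in the paper. Of 10956 tested genes, 353 differed, 108 higher and 245 lower in the *Ago2* KO/CLIPΔ mESCs, and 2019 passed at an unadjusted p. With the replicate block, a setting added after seeing the data, 804 differed, 332 of them shared (r between same-numbered libraries 0.386). Median centring gave 327, 160 higher and 167 lower, so the share of higher genes moved from 30.6% to 48.9%. Among the genes that differed were *Hoxd9* (1.37), *Asmt* (1.09), *Meg3* (1.03), *H19* (-2.16), and *Cited4* (-1.43). Replicates 1 and 2 differed from replicates 3 and 4 in 2910 genes with the genotype in the model. Of the 35 splits of the libraries, 2 gave as many genes as the genotypes, the real one and that of libraries 1 and 2 against 3 and 4, with 1399 genes. With that split in the model, 1824 genes differed between genotypes, all 353 among them. Each genotype has 2 libraries on either side of the split, so it cannot shift the genotypes apart, and the count of 1824 is not a test of it. Of the 8 splits that part all same-numbered libraries, 1, the real one, gave as many genes, and 0 genes was the most in another of them. Whatever the count, 8 splits cannot give a share under 0.05, so they do not rule out chance.

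Small non-coding RNA genes lay under 70 of the 498 Trim71 CLIP peaks, which the paper does not discuss. They were snoRNA (35), rRNA (18), miRNA (11), and snRNA (6) genes. After a shift of 1000 nt, 1 peak lay over such a gene, so the chance position of the peaks does not account for them. These peaks held 58.5% of all peak reads. The paper’s fold change over the input had a median of 3.19 at the 59 of them with a value, against 7.13 at 405 other peaks (Mann–Whitney U test, n = 405, p = 5.05e-20), which is in line with abundant small RNAs that are also in the input. The pattern cannot be told apart from abundant small RNAs carried along in the purification.

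Among 98 groups of 4 libraries, 6 had 1 library far from the others by Dixon’s test, and chance gives about 4.9. The gap over the range was 0.874 for miR-182-5p, with CLIPΔ library A at 15.95 and the others at 15.58 to 15.63 on the log2 scale. It was 0.866 for miR-295-3p, with WT library D at 17.47 and the others at 17.84 to 17.90, and 0.850 for miR-450b-3p, with WT library D at 7.02 and the others at 7.49 to 7.58. For miR-302a-3p it was 0.870, with CLIPΔ library C at 9.62 and the others at 9.35 to 9.38. In the RNA-seq of *Ago2* KO/CLIPΔ mESCs, it was 0.876 for *Lin28b*, with replicate 2 at 0.15 and the others at 0.20 to 0.21, and 0.876 for *Pou5f1*, with replicate 4 at 11.63 and the others at 11.59 to 11.60. Of the 4 small-RNA-seq values, 2 fell in WT library D, which has the fewest reads of its group. The gaps to the nearest library were at least 6.54 counting errors, which leave out variation from library preparation, so counting error at low depth does not account for them. The 6 cannot be told apart from chance, given their number. No biological explanation was tested.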

How the results depend on the processing

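The alternatives were set before the data were examined, except for the column letter as a block and the settings of the gene comparison in the *Ago2* KO background, including camera with its block, which were chosen after seeing the data, as was the comparison of all peaks with shuffled windows. For 79 results, 1005 values under an alternative were computed. Of these, 922 kept their direction and side of the threshold or their range, 30 were weaker, 15 stronger, 31 reversed, and 7 moved further than their spread. The 119 values of the let-7 miRNAs in CLIPΔ mESCs, from 2.00 to 5.11, and the 78 values of their interaction with the *Ago2* KO background, from -4.89 to -2.33, all kept direction and side. Apart from the values given here, 28 others changed, 21 weaker and 7 stronger, and 18 of these came from leaving out a replicate. For the changes below, the cause was not tested.

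The 63 miRNAs that differed between WT and CLIPΔ mESCs became 125 with the replicate block by letter, 100 with limma fitted to all 4 groups, 136 of 507 with no filter on low values, 121 of 400 with a mean of at least 10 RPM, and 39 with an adjusted p under 0.01. No paired analysis by replicate number was possible for them, since the columns carry letters. They numbered 61 with edgeR, 77 with DESeq2, 63 with median centring, and 48 to 70 when 1 library was left out. The share of higher miRNAs among them moved from 69.8% to 59.0% with edgeR and 58.4% with DESeq2. The median log2 fold change of all tested miRNAs was 0.04, and moved to -0.06 with median centring, to -0.07 with edgeR, and to 0.16 with no filter. Relative to that median, the let-7 miRNAs remained higher under each scaling. The median correlation between WT and CLIPΔ libraries of 0.893 moved to 0.863 with Spearman’s coefficient, to 0.947 with no filter, and to 0.935 with let-7 left out.

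Single miRNAs near 0 turned sign. miR-291a-5p was at -0.0018 with edgeR, at -0.026 with median centring, and at -0.10 to 0.22 when 1 library was left out. miR-183-5p was at 0.011 on RPM without let-7 and miR-290–295. Leaving out 1 library gave -0.071 to 0.048 for miR-183-5p, -0.36 to 0.036 for miR-294-5p, -0.35 to 0.0020 for miR-293-5p, and -0.033 to 0.40 for miR-30a-5p.

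Between WT and CLIPΔ mESCs, 0 genes passed an adjusted p of 0.05 and 604 an unadjusted p of 0.05. The replicate block gave 333 genes and limma fitted to all 12 libraries 284. In simulated data, 2 libraries per group recovered 42 of 200 changed genes. Leaving out 1 library gave log2 fold changes of -0.27 to 0.14 for *Ago2*, -0.27 to 0.42 for *Nanog*, -0.50 to 0.032 for *Gapdh*, and -0.61 to 0.035 for *Dgcr8*. In the *Ago2* KO background, 353 genes became 804 with the replicate block and 130 to 259 when 1 library was left out. There, *Trim71* turned to 0.0078 with median centring. Leaving out 1 library gave -0.091 to 0.018 for *Trim71*, -0.015 to 0.19 for *Ago2*, and -0.14 to 0.0035 for *Nanog*.

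The shift of let-7 targets against targets of other miRNAs, -0.014, became 0.011 with at least 2 sites, 0.014 with CLIPΔ replicate 2 only, and 0.0037 with a mean of at least 5 TPM. Leaving out 1 WT library gave -0.032 to 0.013 for it, CLIPΔ replicate 1 only gave -0.047, and leaving out 1 WT library gave -0.068 to 0.00014 for the shift against mRNAs with neither site. In *Ago2* KO against WT mESCs, the shift of 0.073 was past the threshold across genes but not with camera (n = 392 targets, p = 0.137).

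For Trim71 CLIP peaks, fold changes of at least 4 and 8 moved introns from 49.6% to 61.9% and 77.8%, and 3’UTRs from 30.9% to 19.5% and 10.3%. Counting peaks with 2 classes in neither cannot move these shares, since each peak has 1 class. The difference in stem-loops, -1.43 percentage points, turned to 1.28 with loops of 3 to 8 nt and no set length of the stem-loop, to 1.55 with a fold change of at least 4, and to 0.52 for peaks of every class against shuffled windows, and each of these stayed short of a one-sided p of 0.05. The count of over-represented hexamers moved from 3 to 9 against shuffled windows, with GTGTAT and AGAACT in both sets.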

Differences from the paper's values

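All comparisons in this part were made after the results were seen.

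The p for let-7 targets against targets of other miRNAs is about 0.007 in Fig. 4E, read by eye, against 0.201 here (Mann–Whitney U test, n = 406 targets). For let-7 targets against mRNAs with neither kind of site, the paper’s p has a negative log10 of about 7.3 in Fig. 4E, read by eye, against 2.25 here. None of the 10 alternatives set before the data were examined closed either gap. Fig. 4E, read by eye, compares CLIPΔ2 with WT, whereas both CLIPΔ libraries, whose clones are not stated, were used here. The p-values may therefore not come from the same libraries. The shift against targets of other miRNAs was -0.047 with CLIPΔ replicate 1 only and 0.014 with CLIPΔ replicate 2 only. The number of target mRNAs of other miRNAs is about 2700 in Fig. 4E, read by eye, against 1751 here, and none of 8 such alternatives closed the gap, with 1256 to 1751 mRNAs.

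The median r between WT and CLIPΔ libraries is about 0.94 in Figure 4—figure supplement 1A, read by eye, against 0.893 here. Of the alternatives set before the data were examined, no filter on low values (0.947) and leaving out let-7 and miR-98 (0.935) closed the gap, and Spearman’s coefficient (0.863) and pseudocounts of 0.1 (0.892) and 10 (0.897) did not.

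The paper’s Supplementary file 1 lists 13 peaks in 5’UTRs, 59 in coding sequences, and 100 in intergenic sequence, and the deposited list holds 28, 28, and 41. Of the alternatives set before the data were examined, a fold change of at least 4 closed the gap for 5’UTRs, with 11 peaks, and a fold change of at least 8 (3 peaks), merging within 50 nt (24), and leaving out peaks with 2 classes (28) did not. None closed it for coding sequences, with 5 to 28 peaks, or for intergenic sequence, with 6 to 41 peaks.

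For let-7e-5p, the paper’s log2 fold change in Supplementary file 2 is 1.78, against 2.12 here with an SD between replicates of 0.316. Of 19 alternatives set before the data were examined, edgeR, DESeq2, median centring, and leaving out WT library C, WT library D, CLIPΔ library A, or CLIPΔ library D closed the gap. The other 12 did not, and the values ranged from 2.00 to 2.26.

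The paper states that let-7 targets were lower in CLIPΔ mESCs than targets of other miRNAs. With sets defined by 8mer sites in place of TargetScan, the shift between them was -0.014 on the log2 scale here and did not pass the threshold. It was larger, at -0.047, with CLIPΔ replicate 1 only, and -0.032 without WT replicate 1, and across genes both passed the threshold. These settings leave 1 library in a group, so no p is given for them. The paper also states that a stem-loop was over-represented in the Trim71-binding sites and that no sequence motif was. Here, stem-loops were 1.43 percentage points rarer in the 3’UTR windows than in random windows, and 3 hexamers passed an adjusted p of 0.05. Of the 11-nt structure strings with a hairpin loop, 14 of 22 had a ratio to random windows of at least 1, as did 38 of 70 for peaks of every class against shuffled windows, chosen after seeing the values. Among the settings tried, loops of 3 to 8 nt with no set length of the stem-loop (1.28), a fold change of at least 4 (1.55), and peaks of every class against shuffled windows, chosen after seeing the values (0.52), put stem-loops above the background, none past the threshold.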

Other observations

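All tests in this part were chosen only after the result they bear on was seen.

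Of the 35 splits of the 8 WT and CLIPΔ small-RNA-seq libraries, 1, the real one, gave as many as 63 miRNAs, and another split gave 18 at most. Of the 8 splits that part all same-lettered libraries, 1 gave as many, and 0 was the most in another of them. Whatever the count, 8 splits cannot give a share under 0.05, so these alone do not rule out chance. With the replicate block by letter the count was 125. On RPM without let-7 and miR-290–295, 65 miRNAs passed, 61 of them shared. Only together do these miRNAs hold a similar share in both groups. The let-7 share rose from 0.716% in the WT to 6.50% in the CLIPΔ mESCs, while the miR-290–295 share fell from 44.8% to 39.5%. Leaving both out therefore hardly moves the values and cannot rule out that a few miRNAs taking most of the reads matter. Median centring, which moved the median log2 fold change from 0.04 to -0.06, left 57 of the 63, so a shift of all values does not account for most of them.

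Of all 256 tetramers, 3 were over-represented in the 50-nt windows on 3’UTR peaks, and TGTA, chosen after its values were seen, was found in 67 of 141 windows (47.5%, against 27.8% in random windows of the same 3’UTRs; Fisher’s exact test, p = 6.16e-07, adjusted p = 0.000158). With windows more than 50 nt apart, 63 of 129 held it (exact p = 4.22e-07), so overlapping windows do not account for it. Against shuffled windows the exact p was 4.97e-08, so base composition does not either. Among 12 tetramers of the same bases, it had the highest ratio to the background, 1.75, and the next was 1.60. Intron peaks over no small RNA gene held it in 80 of 214 windows (37.4%, against 21.4% nearby; exact p = 8.49e-08), and peaks in coding sequences in 6 of 26 (23.1%, against 21.6%; exact p = 0.504). Intergenic peaks held it in 8 of 19 (42.1%, against 20.7%; exact p = 0.0296), and peaks in 5’UTRs in 5 of 11 (45.5%, against 27.3%; exact p = 0.157). A sequence element at Trim71-binding sites may account for this, and the pattern cannot be told apart from a sequence preference of crosslinking.

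Multi-copy miRNAs, let-7a, let-7c, and let-7f among them, had lower deposited values relative to Supplementary file 2 than single-copy miRNAs, by a median log2 ratio of -6.70 (n = 461 miRNAs). That reads mapping to several copies were left uncounted is a candidate explanation. No biological explanation was tested.

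Changes of miRNAs followed the RNA of their host gene in CLIPΔ against WT mESCs (r = 0.444, 58 host genes, permutation p = 0.00141). Without *Rian*, *Mirg*, and *Sfmbt2*, r was 0.403 (55 host genes, permutation p = 0.00552; Spearman’s rho 0.337, p = 0.0121), which is in line with transcription of the host gene as a source of part of these changes. In *Ago2* KO/CLIPΔ against *Ago2* KO mESCs, r was 0.685 with all 54 host genes and 0.246 without *Rian* and *Mirg* (52 host genes, permutation p = 0.0795; Spearman’s rho 0.283, p = 0.0403), so the coefficients fall on either side of 0.05 there. Whether r differs between the backgrounds was not tested.

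The shift of mRNAs with the let-7 8mer against all mRNAs without that 8mer was -0.032 in CLIPΔ mESCs, and 14.1% of the other 8mers with the same bases had a lower shift by the same measure. The lower level of let-7 targets can therefore not be told apart from a property that mRNAs with any such 8mer share. In *Ago2* KO/CLIPΔ against *Ago2* KO mESCs, the shift of let-7 targets against targets of other miRNAs was 0.0097 (n = 385 targets, Mann–Whitney p = 0.748; camera p = 0.678, and 0.971 with the replicate block). In *Ago2* KO against WT mESCs it was 0.073 (n = 392 targets, p = 0.00388; camera p = 0.137), and the shift against mRNAs with neither site was -0.147 (n = 392 targets, p = 2.99e-05; camera p = 0.0502).

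*Ago2* mRNA stood at 1.95 ± 0.261 TPM (SD, n = 4) in the *Ago2* KO and 2.18 ± 0.660 TPM (SD, n = 4) in the *Ago2* KO/CLIPΔ mESCs, and the log2 fold change of *Ago2* KO against WT was -3.13 (limma, adjusted p = 0.000128). *Meg3* RNA was also lower in the *Ago2* KO than in the WT mESCs, by -2.33.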
